# Electroacupuncture Alleviates Mechanical Allodynia of a Rat Model of CRPS-I and Modulates Gene Expression Profiles in Dorsal Root Ganglia

**DOI:** 10.3389/fneur.2020.580997

**Published:** 2020-10-30

**Authors:** Jie Wang, Xiaoli Zheng, Boyu Liu, Chengyu Yin, Ruixiang Chen, Xiaojie Li, Yuanyuan Li, Huimin Nie, Danyi Zeng, Xiaofen He, Yongliang Jiang, Jianqiao Fang, Boyi Liu

**Keywords:** RNA-sequencing, acupuncture, pain, immune response, CRPS-I

## Abstract

Complex regional pain syndrome type-I (CRPS-I) is chronic neurological disorder accompanied with devastating pain. Most conventional medical treatments lack effectiveness, making CRPS-I a challenging clinical condition. Electroacupuncture (EA) showed effectiveness in alleviating the pain symptoms of CRPS-I patients. However, the molecular mechanisms underlying EA's therapeutic effect are still not well-understood. Here, we established the rat chronic post-ischemic pain (CPIP) model to mimic CRPS-I and performed repetitive EA on bilateral hind limbs of the CPIP model rats. We then performed RNA-sequencing (RNA-Seq) to study the differences in gene expression, gene networks, and molecular pathways in ipsilateral DRGs innervating the hind limb of the CPIP model rats with and without repetitive EA treatment. Our results found that repetitive EA treatment significantly alleviated mechanical allodynia in bilateral hind limbs of CPIP model rats. RNA-Seq analysis indicated that EA modulated the expression of multiple genes and gene networks in the DRGs of CPIP model rats. Further bioinformatics analysis identified the up-regulation of an array of genes involved in biological process such as neutrophil chemotaxis and immune response in the DRGs of CPIP model rats after EA treatment. Thus, these results suggest that EA may alleviate pain response in CPIP model rats via regulating multiple genes. Our work may help to further advance the understandings of the molecular mechanisms underlying EA's therapeutic effects on CRPS-I and help to identify novel targets for CRPS-I treatment.

## Introduction

Complex regional pain syndrome (CRPS) is a chronic neurological disorder with clinical characters of spontaneous pain, hyperalgesia, limb edema, vasomotor instability, and impairment of motor function (1–3). It is subdivided into two categories: CRPS-I (without identifiable nerve injury) and CRPS-II (with identifiable nerve injury) (4, 5). CRPS-I is more prevalent than CRPS-II. Bone fractures, limb trauma, surgery, or ischemia are common triggers for CRPS-I (6, 7). Of note, pain is among the clinical features of CRPS-I that mostly affect the patients, which severely impairs life qualities. It is estimated that the prevalence of CRPS-I is around 30–40% among patients with stroke or bone fracture (8, 9). Unfortunately, there is still no effective medical treatment available for CRPS-I at present (10). Clinical trials have also failed to support the efficacy of many commonly used interventions, making it a challenging neurological disorder in clinic (7, 10). Therefore, alternative therapeutic options for CRPS-I pain are urgently needed.

In order to study the pain mechanisms of CRPS-I, the rat chronic post-ischemic pain (CPIP) model was developed by applying prolonged ischemia and reperfusion to the hind limb (11). The CPIP rat model developed several important characters that recapitulate the clinic features of CRPS-I, including early swelling and hyperemia in the hind limb, followed with chronic mechanical, chemical, and thermal pain hypersensitivities (11, 12). The CPIP rat model has been widely utilized for mechanistic studies of CRPS-I. Recently, we and other peers have identified several important mechanisms that are involved in CPIP-related pain, including peripheral TRPV1/TRPA1 channels, NMDA receptor, reactive oxygen species, spinal CSF1, CXCL12, and NLRP3 inflammasome, etc. (13–18).

One potential therapeutic option for CRPS pain is electroacupuncture (EA), which incorporates traditional manual acupuncture with modern electrotherapy. EA has shown efficacy for treating a variety of pain conditions (19). Recent study demonstrates that EA can significantly reduce pain symptoms and improve life quality of CRPS-I patient, suggesting EA may serve as an alternative method for relieving CRPS-I-related pain (20). Furthermore, our recent work screened the optimal EA frequency and identified 100 Hz as an effective and reliable method for alleviating the pain response of CPIP model rats (15). Nevertheless, the molecular mechanisms underlying EA's therapeutic effects on CRPS pain is still largely unknown.

Dorsal root ganglia (DRGs) contain sensory neurons that receive and convey pain signals from the peripheral to the spinal cord dorsal horn (21). Thus, DRGs have important roles in primary pain signal generation, integration, transduction, and peripheral sensitization (21, 22). In this study, we performed RNA-Seq to study differences in gene expression, gene networks, and molecular pathways in ipsilateral L4-L6 DRGs innervating the hind limb of CPIP model rats with and without 100 Hz EA treatment. We found that EA can modulate the expression of multiple genes in DRGs of CPIP model rats. Interestingly, our data identified the up-regulation of an array of genes involved in neutrophil chemotaxis and immune response in CPIP model rats after EA treatment. Thus, our work may help to further advance the understandings of the molecular mechanisms underlying EA's therapeutic effect on CRPS-I.

## Materials and Methods

### Animals

Male Sprague-Dawley rats (8–10 weeks, 300–320 g) were purchased from Shanghai Laboratory Animal Center, Chinese Academy of Sciences. Rats were randomly allocated, and five rats were housed per cage. The rats were housed in the Laboratory Animal Center of Zhejiang Chinese Medical University accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) under standard environmental conditions (12 h light–dark cycles and 24 ± 2°C). Food and water were provided *ad libitum*. The rats were given minimum of 1 week to adapt to the new environment before experiment. All animal care and experimental studies were approved by the Laboratory Animal Management and Welfare Ethical Review Committee of Zhejiang Chinese Medical University (Permission Number: ZSLL-2017-183).

### CPIP Rat Model Establishment

CPIP was established through prolonged hind paw ischemia and reperfusion as described previously (11, 12). Anesthesia was induced in all rats with an intraperitoneal injection of 50 mg/kg of sodium phenobarbital and was maintained with an infusion of sodium phenobarbital at 20 mg/kg/h. A Nitrile 70 Durometer O-ring with a 7/32″ (5.5 mm) internal diameter was slide into the larger side of a 1.5 mL Eppendorf tube (with the snap-cap cut off before use). The O-ring was cut off 3 h later for reperfusion. Sham rats received the same anesthetic procedure but the ankle was surrounded with a cut O-ring which did not block blood flow.

### EA Treatment

The procedure of EA was carried out according to our previous study (23). Briefly, rats were loosely immobilized, and acupuncture needles of 0.25 mm in diameter were inserted at a depth of 5 mm into bilateral Zusanli (ST36, 5 mm lateral to the anterior tubercule of the tibia) and Kunlun (BL60, at the ankle joint level and between the tip of the external malleolus and calcaneus) acupoints. The needles were connected with HANS acupuncture point nerve stimulator (HANS-200A Huawei Co., Ltd., Beijing, China). The parameters were set as follows: 100 Hz, square wave current output (pulse width: 0.2 ms). Intensities ranging from 0.5 to 1.5 mA (increased by 0.5 mA every 10 min, for a total of 30 min) were delivered for a period of 30 min. The treatment was conducted once daily for 10 consecutive days.

### Determination of Mechanical Allodynia

Before baseline test, rats were habituated to the test environment daily for a consecutive 3 days. Rats were individually placed in transparent Plexiglas chambers on an elevated mesh floor and were habituated for 30 min before the test. The mechanical allodynia was determined using a series of von Frey filaments (UGO Basile, Italy) applied perpendicularly to the mid-plantar surface of the hind paws, with sufficient force to bend the filament slightly for 3–5 s according to methods previously used (14, 24). An abrupt withdrawal of the paw and licking and vigorously shaking in response to stimulation were considered pain-like responses. The threshold was determined using the up-down testing paradigm, and the 50% paw withdrawal threshold (PWT) was calculated by the non-parametric Dixon test (25). The behavior tests are conducted by an experimenter blinded to experimental conditions.

### Determination of Hind Paw Swelling

Swelling was observed as an increase in hind paw diameter, as measured by a digital caliper, and was calculated as the difference between the basal value and the test value as in our previous study (13). Each rat was measured 3 times, and the mean value was calculated.

### Tissue Collection and RNA Extraction

At day 10, rats were deeply anesthetized with sodium pentobarbital (40 mg/kg) and were perfused transcardially with 200 mL 0.9% saline (4°C). After the perfusion, the right (ipsilateral) side L4-6 DRG segments were collected and were immediately preserved in the RNA later solution (Invitrogen, Carlsbad, USA). Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, USA) following the manufacturer's instructions and treated with DNase I to degrade contaminating DNA. The purity and concentration of the samples was assessed by the Nanodrop Spectrophotometer (NanoDrop Products, CA, USA), and the RNA integrity was assessed by the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

### RNA-Seq Library Establishment and RNA-Seq

Total mRNAs from three rats of each group were isolated and used to construct sequencing libraries. DNase I was used to degrade double-stranded and single-stranded DNA contaminant in RNA samples. mRNA molecules were purified from total RNA using oligo(dT)-attached magnetic beads. mRNA were fragmented into small pieces using fragmentation reagent. First-strand cDNA was generated using random hexamer-primed reverse transcription, followed by a second-strand cDNA synthesis. The synthesized cDNA was subjected to end-repair and then was 3′ adenylated. Adaptors were ligated to the ends of these 3′ adenylated cDNA fragments. This process is to amplify the cDNA fragments with adaptors from previous step. PCR products are purified with the SPRI beads, and dissolved in EB solution. The double stranded PCR products were heat denatured and circularized by the splint oligo sequence. The single-strand circle DNA (ssCir DNA) was formatted as the final library. Library was validating on the Agilent Technologies 2100 bioanalyzer. The library was amplified with phi29 to make DNA nanoball (DNB) which have more than 300 copies of one molecular. The DNBs were loaded into the patterned nanoarray and single end 50 base reads were generated in the way of sequenced by synthesis. Finally, the fragments were enriched by PCR amplification to construct a library ready for sequencing using BGISEQ-500 by BGI Group (Shenzhen, China).

### Bioinformatics Analysis

Primary sequencing data produced by RNA-Seq (raw reads) were subjected to quality control (QC). The information of total reads and mapping ratio reads were shown in Table 1. Raw reads were filtered into clean reads by internal software SOAPnuke (version 1.5.2), followed by: Remove reads in which unknown bases (N) are more than 10%; Remove reads with adaptors; Remove low quality reads (we define the low quality read as the percentage of base which quality is <15 and >50% in a read). QC of alignment was performed to determine if re-sequencing was needed. If the alignment result passed QC, downstream analysis including gene expression, differentially expressed genes, cluster analysis, Gene Ontology (GO) enrichment analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, etc. was proceeded with as we described previously (26).

**Table 1:** The information of total reads and mapping ratio for Sham, CPIP, and CPIP+EA groups in RNA-Seq.

**Sample**	**Total raw reads**	**Total clean reads**	**Clean reads Q30 (%)**	**Clean reads ratio (%)**	**Total mapping ratio (%)**
	**(Mb)**	**(Mb)**			
Sham1	21.94	21.82	89.93	99.44	95.36
Sham2	21.94	21.8	90.23	99.35	95.39
Sham3	21.94	21.78	90.77	99.25	95.48
CPIP1	21.94	21.82	90.21	99.45	95.52
CPIP2	21.94	21.83	89.89	99.48	95.53
CPIP3	21.94	21.82	89.46	99.45	94.95
CPIP+EA1	21.94	21.87	91.9	99.68	95.35
CPIP+EA2	21.94	21.87	92.19	99.68	95.05
CPIP+EA3	21.94	21.81	92.69	99.41	94.97

### Cluster Analysis and Screening of Differentially Expressed Genes

Distances of expressed genes were calculated using the Euclidean method (27). The sum of the squared deviations algorithm was used to calculate distance. The cluster analysis and heat map visualization of gene expression patterns was performed using the “pheatmap” package in the R software of Bioconductor. Differentially expressed mRNAs with statistical significance were identified through Volcano Plot filtering. The threshold required for the results to be considered significant was as follows: *Q* < 0.01 and fold change ≥1.5 or ≤0.667.

### Functional Enrichment Analysis of DEGs

Functional enrichment analysis was performed by functional annotation package “clusterProfiler” in R studio software (RStudio, Boston, MA, USA). GO and KEGG enrichment analysis was also conducted. For each enriched function term, *P*-value of enriched functions and the *P*-value by multiple testing corrections were calculated by “clusterProfiler” package in R studio software. The GO functional and KEGG pathway enrichment analysis were performed for DEGs using the Database for Annotation, Visualization and Integrated Discovery (DAVID) online tools (http://www.geneontology.org and http://www.genome.jp/kegg).

### Real-Time Quantitative PCR (qPCR)

The extracted total RNA from the DRGs was reverse transcribed into cDNA using random hexamers primers (TaKaRa Bio Inc., Shiga, Japan) according to the manufacturer's instruction. The sequences of all primers used were shown in Table 2. qPCR was performed using the Fast Start Universal SYBR Green Master kit (TaKaRa Bio Inc., China) 20 μL reaction system according to the manufacturer's protocol by LightCycler480 System (Roche, America). Each reaction was performed in triplicates and normalized to β-actin gene expression. The CT value of each well was determined using the LightCycler480 System software and the average of the triplicates was calculated. The relative quantification was determined by the ΔΔCT method (28, 29).

**Table 2:** Sequences of the primers used for qPCR validation of RNA-Seq data.

**Gene name**	**Gene ID**	**Primer sequence (5′-3x02032;)**	**Amplicon size (bp)**
*Pf4*	360918	F: 5′-CTGCTTCTTCTGGGTCTGCTGTTG-3′	140
		R: 5′-AGGCTGGTGATGCGTTTGAGATG-3′	
*RT1-A1*	24973	F: 5′-CCTCCTCCATCAACCGATTCCAAC-3′	107
		R: 5′-ACAACAGTCACCACAGCTCCAATG-3′	
*Pglyrp1*	84387	F: 5′-CTCCGTGCTGCCCTAAATCTTCTG-3′	127
		R: 5′-TGATCTCGTAGAGCTGGTCACCTG-3′	
*Ccl9*	360579	F: 5′-AGCCCTTTCATACTGCCCTCTCC-3′	117
		R: 5′-GCTGATGTCCTTGCTCTGCCTTC-3′	
*Il1rn*	60582	F: 5′-TACCTTCATCCGCTCCGAGACAG-3′	128
		R: 5′-AGGGCTCTTTTGGTGTGTTGGTG-3′	
*Ccl3*	25542	F: 5′-AGAGGCAGCGAGTACCAGTCC-3′	184
		R: 5′-CATAGGAGAAGCAGCAGGCAGTC-3′	

### Protein-Protein Interaction (PPI) Network Analysis

The Search Tool for the Retrieval of Interacting Genes (STRING) is used to provide information regarding predicted and experimental interactions of proteins and the prediction method of this database is from neighborhood, gene fusion, co-occurrence, co-expression experiments, databases, and text mining. By setting the Combination score >0.7 as the reliability threshold value, the web based STRING database (http://string-db.org/) was used to produce PPI predictions after uploading the union gene list to the search bar (30). Based on the interplayed relationships, a PPI network was established and then visualized using the Cytoscape software (31). The connectivity degree of each protein, namely the number of proteins it connected, was calculated to evaluate its importance in this network.

### Statistical Analysis

One- or two-way ANOVA followed by Tukey's *post-hoc* test was used for comparison among groups ≥3. Student's *t*-test was used for comparisons between two groups. Data in graphs are expressed as means ± SEM. Comparison is considered significantly different if the *p* < 0.05.

## Results

### The Establishment of the CPIP Rat Model and Nocifensive Behavior Evaluation

At beginning, we set to establish the rat CPIP model, which mimics human CRPS-I, according to methods described before (11, 12). The hind paw of the CPIP model rats exhibited cyanosis, a sign of tissue hypoxia, and edema when the O-ring was placed (Figure 1). After reperfusion, the hind paw was filled with blood. The edema persisted 3 days and gradually returned back to normal. Furthermore, the CPIP model rats developed obvious mechanical allodynia in both ipsilateral and contralateral hind paws, which persisted until 10 days of our observation time frame. The above observations are consistent with previous results and indicated successful establishment of the CPIP rat model (12).

**Figure 1:**
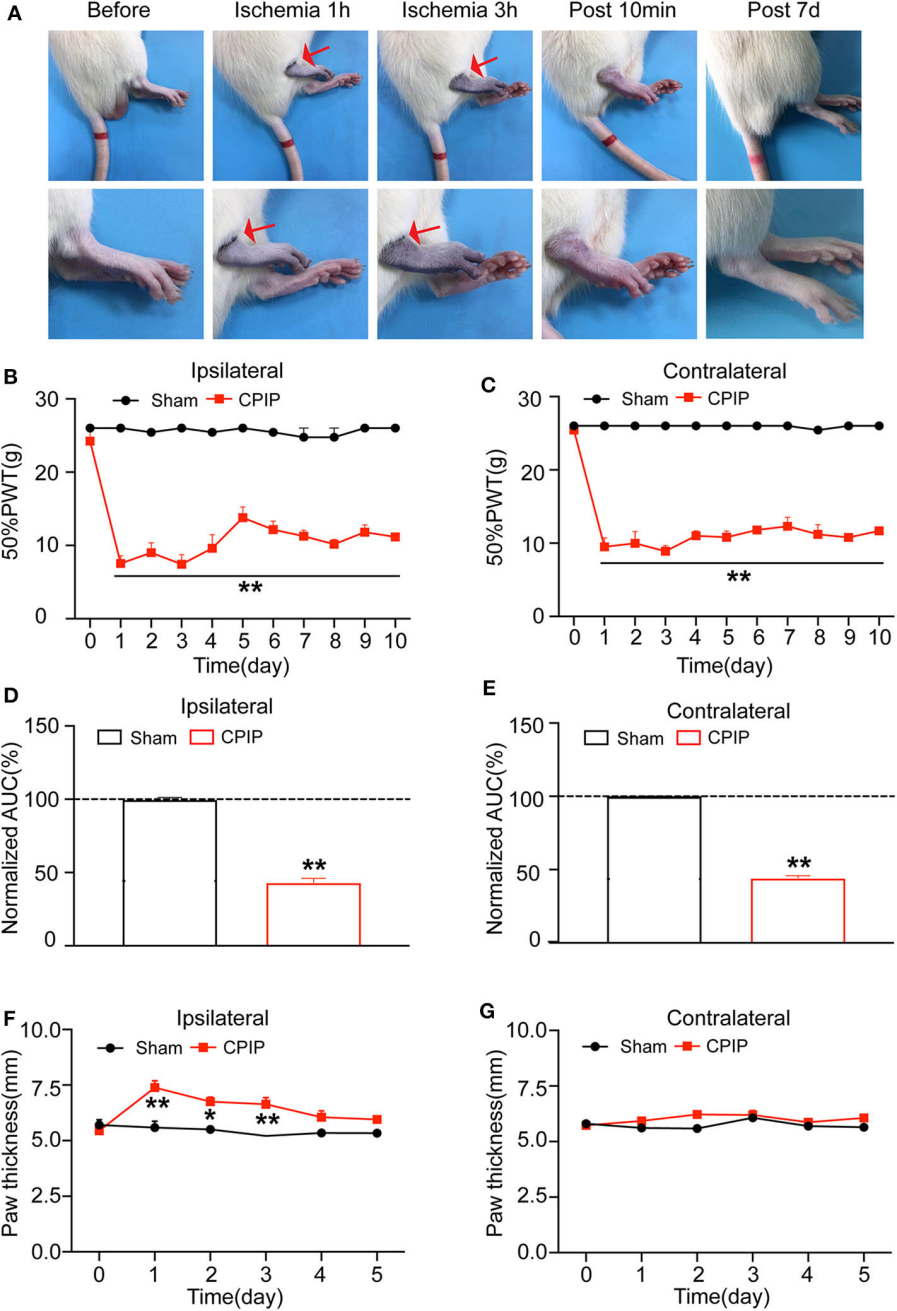
The rat chronic post-ischemic pain model (CPIP) exhibited long-lasting bilateral mechanical allodynia. **(A)** Representative photographs of rat hind paw taken during CPIP model establishment, 10 min and 7 day after model establishment. The red arrow indicates the paw with the O-ring (ipsilateral side). **(B)** 50% paw withdraw threshold (PWT) of ipsilateral hind paw. **(C)** 50% PWT of contralateral hind paw. **(D)** Summary of the normalized area under the curve (AUC) as in **(B)**. **(E)** Summary of the normalized AUC as in **(C)**. **(F)** Thickness evaluation of the ipsilateral hind paw. **(G)** Thickness evaluation of the contralateral hind paw. *n* = 6 rats/group. **p < 0.01 vs. Sham group. Student's *t*-test or two-way ANOVA followed by Tukey *post-hoc* test was used for statistical analysis. *p < 0.05.

### EA Significantly Ameliorated Mechanical Allodynia of CPIP Model Rats

We proceeded to examine the effects of EA on the mechanical allodynia of CPIP model rats. In our recent study, we screened the optimal EA frequency for CPIP treatment and found that daily 100 Hz EA treatment showed effective and reliable analgesic effect on mechanical allodynia of CPIP model rats (15). Therefore, in the present study, we selected 100 Hz EA for the treatment. The procedure of the EA treatment was indicated in Figures 2A,B. EA significantly ameliorated mechanical allodynia in both ipsilateral and contralateral hind paws of CPIP model rats on each time point for 10 days of our observation time frame (Figures 2C,D). The analysis of the area under the curve (AUC) further indicated an overall anti-allodynic effect on bilateral hind paws (Figures 2E,F). These data confirmed that 100 Hz EA is able to attenuate the mechanical allodynia of CPIP model rats.

**Figure 2:**
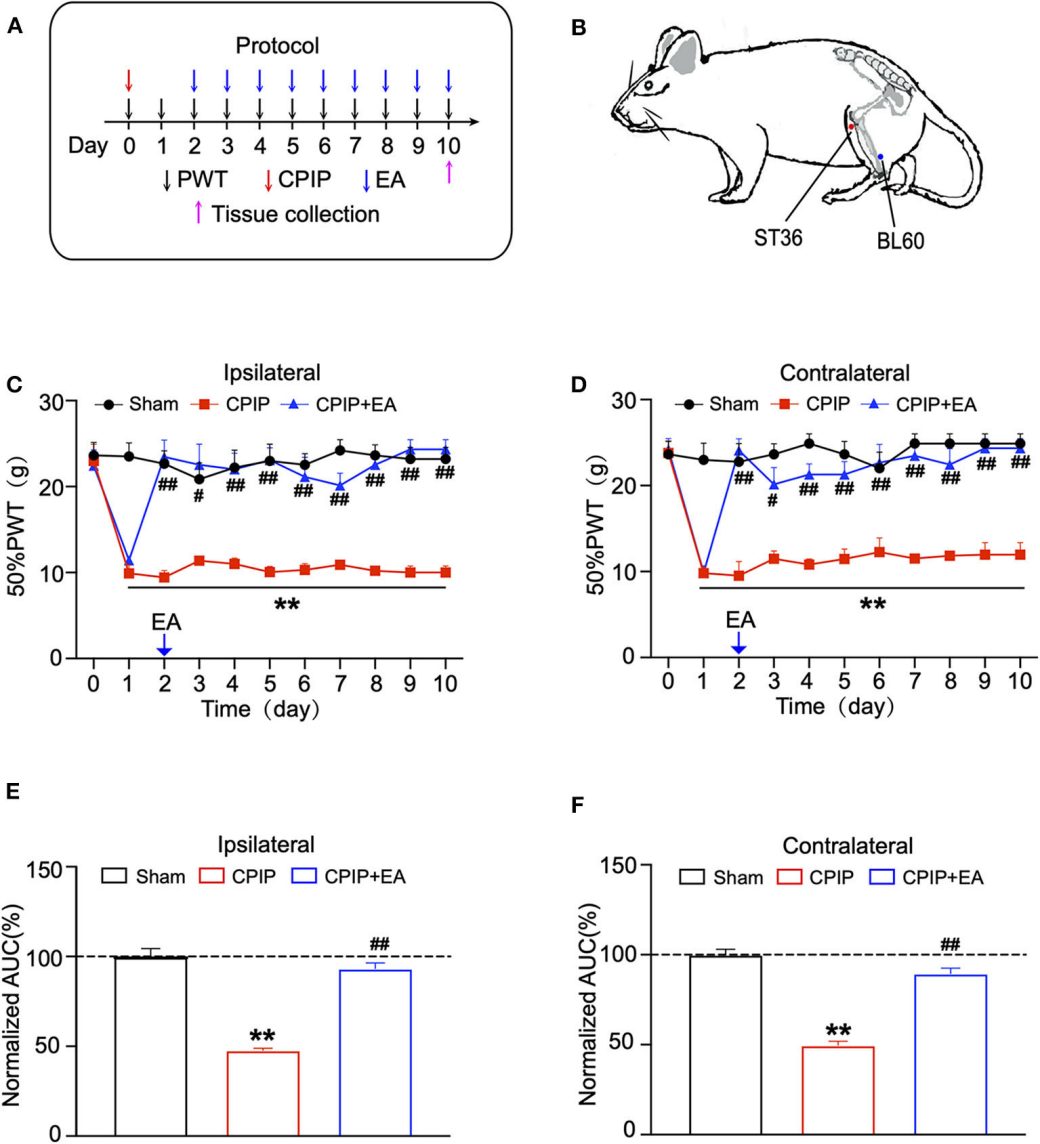
Evaluation of the anti-allodynic effects of electroacupuncture (EA) on CPIP model rats. **(A)** Experimental protocol for EA treatment. **(B)** Schematic picture of the locations of acupoints ST36 and BL60 on rat. **(C)** The effect of bilateral 100 Hz EA on 50% PWT of ipsilateral hind paws of CPIP rats. **(D)** The effect of bilateral 100 Hz EA on 50% PWT of contralateral hind paws of CPIP rats. **(E)** Summary of the normalized AUC as in **(C)**. **(F)** Summary of the normalized AUC as in **(D)**. *n* = 6 rats/group. **p < 0.01 vs. Sham group. ^#^*p* < 0.05 and ^##^*p* < 0.01 vs. CPIP group. One-way ANOVA or two-way ANOVA followed by Tukey *post-hoc* test was used for statistical analysis.

### Exploring the Differentially Expressed Genes in Ipsilateral Dorsal Root Ganglions (DRGs) After EA Treatment

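RNA-Seq was carried out on 9 libraries of ipsilateral L4–6 dorsal root ganglia (DRGs), which hold the cell bodies of the sensory neurons that innervate the hind limb. The Sham group, the chronic post-ischemia pain (CPIP) group and the CPIP group treated with 100 Hz electroacupuncture (CPIP+EA) had 3 libraries each, collected on day 10. According to the paper's Table 1, a library held between 21.78 and 21.87 M clean reads, with medians of 21.80 M in Sham, 21.82 M in CPIP and 21.87 M in CPIP+EA, and between 94.95 and 95.53% of them mapped to the rat genome. The authors filtered the reads with SOAPnuke and deposited the FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of each gene in each library, rounded to 2 decimals. The same table holds the authors' own log2 ratios, P-values and Q-values for each pair of groups. The aligner, the genome build and the test behind the Q-values are not named in the paper's text, which refers to an earlier study for these steps. FPKM values carry no read counts, so the counting error of a single value is unknown and the number of libraries limits the precision. The FPKM values of a library summed to between 445647 and 482940, and its 10 most abundant genes took between 5.98 and 7.16% of that sum. Across genes, the log2 values of a pair of libraries correlated with a Pearson r whose lowest value was 0.977, with genes not being independent replicates. For each comparison, log2(FPKM + 0.5) was tested with limma in 1 fit over the 9 libraries, for genes with a mean FPKM of at least 0.1. A gene was called differentially expressed at the paper's threshold, a Benjamini-Hochberg adjusted p under 0.01 with a fold change of at least 1.5 or at most 0.667. All log2 fold changes are on the log2(FPKM + 0.5) scale, which understates the change of genes with low FPKM.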

To determine the effects of EA on gene expression in DRGs of the ipsilateral side of CPIP model rats, we performed RNA-Seq to explore gene expression profiles of ipsilateral L4–6 DRGs 10 days after CPIP model establishment. RNA-Seq generated approximately 21.9 million raw reads in each sample. The ratio of clean reads reached above 99.0% (Table 1). Over 90% of bases had a quality score ≥Q30 and >95% of the clean reads were mapped to rat genome. 

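The deposited table lists each gene by its NCBI gene identifier and symbol, with 1 FPKM per library. Of the genes listed, 20221 were above 0 in at least 1 library, 16747 were above 0 in all 9 libraries, and 192 were at 0 throughout. A single library had between 18279 and 18456 genes above 0, with medians of 18322 in Sham, 18380 in CPIP and 18407 in CPIP+EA. At least 1 FPKM was reached by 13717 to 14051 genes per library. The filter on mean FPKM left 17187 genes for testing. Of the gene identifiers, 18746 (91.8%) were found in the NCBI RefSeq gene list of the rat assembly GRCr8, which was used for names only. A further 32 symbols were shared by more than 1 identifier, and these genes were kept apart by identifier.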

In all, 20,413 genes were successfully mapped and identified from RNA-Seq. The differentially expressed genes (DEGs) of CPIP group vs. sham group and CPIP+EA group vs. CPIP group are displayed in the volcano plot as in Figures 3A,B. In all, 768 DEGs, including 506 up- and 262 down-regulated, were identified in CPIP vs. sham group, whereas 552 DEGs, including 294 up- and 258 down-regulated, were identified in CPIP+EA vs. CPIP group (Figures 3A,B). 

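In the limma fit on the 17187 genes tested, 61 genes passed the threshold between CPIP and Sham, 59 higher and 2 lower in CPIP, with a smallest adjusted p of 9.64e-06. Between CPIP+EA and CPIP, 0 genes passed, and the smallest adjusted p was 0.113. At an unadjusted limma p under 0.05 there were 1489 genes between CPIP and Sham and 738 between CPIP+EA and CPIP, where 859 would be reached by chance in each comparison. With 1 library left out, the former lay between 1126 (without Sham replicate 2) and 1798 (without CPIP+EA replicate 3). The latter lay on both sides of chance, between 501 (without CPIP replicate 2) and 1248 (without CPIP+EA replicate 3). Without regard to a p-value, 497 genes differed at least 1.5-fold between CPIP and Sham (340 higher, 157 lower), and 317 between CPIP+EA and CPIP (165 higher, 152 lower). These totals were 1089 and 846 with a pseudocount of 0.1, 311 and 208 with a pseudocount of 1, and 757 and 530 on the TPM scale. Between CPIP+EA and CPIP, 126 were higher and 311 lower without CPIP+EA replicate 3. Without CPIP+EA replicate 1, 312 were higher and 166 lower. The count past the threshold between CPIP and Sham fell to as few as 30 without Sham replicate 2 or without CPIP replicate 3. Without CPIP+EA replicate 1 the count between CPIP+EA and CPIP was 2, Sec14l3 and LOC108348140. On data simulated with the same groups of 3, in which 100 genes were changed 2-fold and 100 genes 4-fold in CPIP+EA, the same fit of 17091 genes called 85 and 100 of them between CPIP+EA and CPIP, along with 3 unchanged genes. Simulated genes with low FPKM or with a large spread between libraries were not counted apart. These counts therefore do not show how often a change of such genes would be missed in the real libraries. In the authors' deposited table, the Q-values and log2 ratios gave 768 DEGs for CPIP against Sham (506 up and 262 down) and 552 for CPIP+EA against CPIP (294 up and 258 down). The FPKM values of CPIP and Sham did not overlap for 404 (52.6%) of the former, and those of CPIP+EA and CPIP did not overlap for 136 (24.6%) of the latter. With 3 libraries against 3, chance gives 10% for genes that were not selected, and more for genes selected for a difference of the same libraries. Among tested genes with at least a 1.5-fold ratio of mean FPKM, without regard to a p-value, the share was 36.3% between CPIP and Sham, against 17.8 to 26.8% in the other 9 splits of these libraries. It was 20.4% between CPIP+EA and CPIP, against 17.4 to 33.7% in the other 9 splits. Of the DEGs in the authors' deposited table, 394 and 141 had an unadjusted limma p under 0.05, and 60 and 0 passed the threshold in the limma fit.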

The top 20 up- and down-regulated DEGs identified in CPIP+EA vs. CPIP group were further illustrated in Tables 3, 4.

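Each of the 40 genes of Tables 3 and 4 was listed at 0 in at least 1 of the 6 CPIP and CPIP+EA libraries. For 19 of the 20 genes of Table 3 all 3 CPIP libraries were listed at 0, and for 17 of the 20 genes of Table 4 all 3 CPIP+EA libraries were, so that no fold change is given for these 36 genes. The mean FPKM filter kept 37 of the 40 genes. None passed the threshold over all genes tested, 7 had an unadjusted limma p under 0.05, and 1 (LOC100911713) passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. LOC100911713 was listed at 0 in all 3 CPIP libraries and at 3.14, 0.93 and 1.45 FPKM in the CPIP+EA libraries. The values of CPIP+EA and CPIP did not overlap for 5 of the 40 genes, where chance gives 10% for genes that were not selected on these libraries. Ndufa10l1, in Table 4, had 18.71, 17.99 and 17.36 FPKM in CPIP and 0, 0.01 and 0.08 in CPIP+EA, with 20.63, 14 and 0 in Sham. Summed with Ndufa10, taken as its near-identical copy, it had a log2 fold change of -0.065. Its own adjusted p in limma was 0.969, between 8.24e-06 and 1 over the alternatives, and it passed the threshold in the fit restricted to CPIP and CPIP+EA and in the fit without Sham replicate 3. Of the 40 identifiers, 21 were in the RefSeq gene list. For 20 genes of these tables and Supplementary Tables 1 and 2 the table also lists a gene taken as a near-identical copy. The authors' counting could have split reads between both, but the sequences were not compared here. Ppp1r35 had 2.67, 2.3 and 6.58 FPKM in CPIP and 7.29, 6.41 and 5.93 in CPIP+EA, whereas its copy LOC100910581, in Table 4, had 4.26, 4.31 and 0 in CPIP and was listed at 0 in all 3 CPIP+EA libraries. The summed FPKM of both was 6.93, 6.61 and 6.58 in CPIP and 7.29, 6.41 and 5.93 in CPIP+EA, a log2 fold change of -0.037 in place of 0.82 for Ppp1r35 alone, which was 1.24 without CPIP replicate 3. Rps20, in Table 3, was listed at 0 in 8 libraries and at 8.6 in CPIP+EA replicate 3. Summed with its copy LOC100359951 it had 3.51, 7.1 and 0 in CPIP and 0, 0 and 8.6 in CPIP+EA, a log2 fold change of -0.91.

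**Figure D1:**
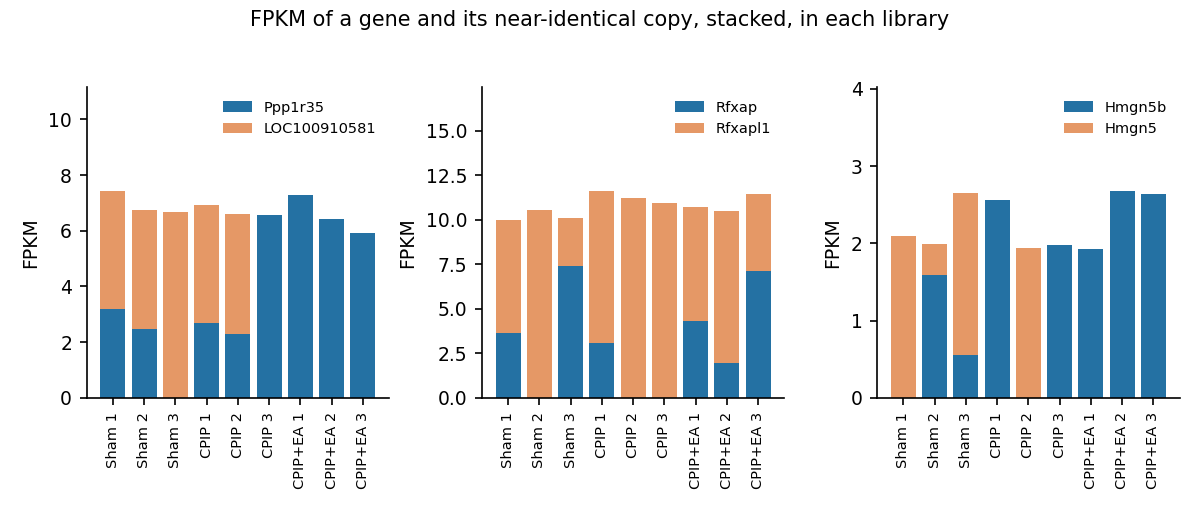
Stacked bars show the FPKM of a gene (blue) and of the gene taken as its near-identical copy (orange) in each of the 9 DRG libraries. The pairs are Ppp1r35 and LOC100910581, Rfxap and Rfxapl1, and Hmgn5b and Hmgn5. The division between the members varies from library to library, while the summed FPKM of Ppp1r35 and LOC100910581 stays between 5.93 and 7.43.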

**Figure 3:**
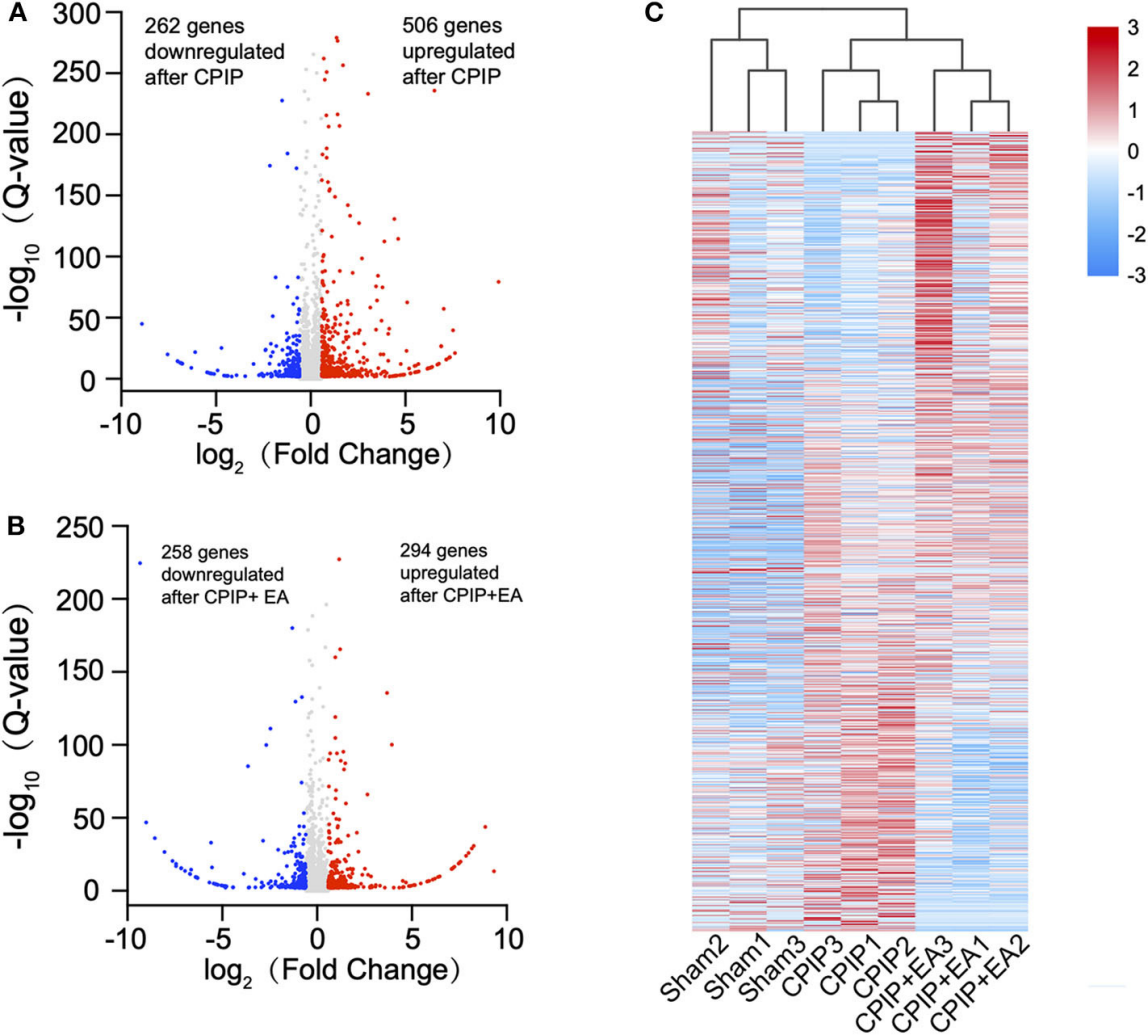
RNA-sequencing (RNA-Seq) reveals transcriptome profiles of gene expression changes in the dorsal root ganglion (DRGs) induced by CPIP and EA treatment. **(A)** Volcano plot showing gene expression profiles in DRGs of CPIP group vs. Sham group. **(B)** Volcano plot showing gene expression profiles in DRGs of CPIP+EA group vs. CPIP group. Red and blue spots indicate up and down regulated DEGs, respectively, whereas gray spots indicate non-DEGs. **(C)** Heat map illustration of the hierarchical clustering of DEGs from Sham, CPIP, and CPIP+EA groups.

**Table 3:** The detailed information of the top 20 upregulated DEGs.

**Gene ID**	**Gene symbol**	**Full gene name**	**Log_**2**_ fold change**	***Q*-value**
			**(CPIP+EA/CPIP)**	
114021	Ebna1bp2	EBNA1 binding protein 2	9.33	3.37E-14
100912571	LOC100912571	Eukaryotic translation initiation factor 4 gamma 1-like	8.87	1.47E-44
108349606	LOC108349606	60S ribosomal protein L7a-like	8.27	1.71E-31
103691556	LOC103691556	Mothers against decapentaplegic homolog 9	8.17	1.04E-29
103690057	LOC103690057	Low-density lipoprotein receptor class A domain-containing protein 3-like	7.99	1.05E-26
297695	Wbp11	WW domain binding protein 11	7.86	1.00E-24
289881	Dr1	Down-regulator of transcription 1	7.57	7.08E-21
103694874	LOC103694874	Stromelysin-3	7.52	3.31E-20
313450	Rnf113a1	Ring finger protein 113A1	7.46	1.57E-19
293668	Brms1	BRMS1, transcriptional repressor, and anoikis regulator	7.24	3.79E-17
498109	Polr2h	RNA polymerase II subunit H	7.19	1.43E-16
122772	Rps20	Ribosomal protein S20	7.14	3.63E-16
100911713	LOC100911713	Protein C10-like	7.10	1.00E-15
100912009	LOC100912009	Zinc finger protein 844-like	6.47	9.60E-11
100910497	LOC100910497	Paired immunoglobulin-like type 2 receptor alpha-like	6.39	3.42E-10
300802	Aph1b	Aph-1 homolog B, gamma secretase subunit	6.22	3.34E-09
100911725	LOC100911725	6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 4-like	6.09	1.70E-08
108348131	Slc40a1	Solute carrier family 40 member 1	5.91	1.32E-07
100910678	LOC100910678	Coiled-coil domain-containing protein 72-like	5.84	2.88E-07
108348103	LOC108348103	Serine protease inhibitor Kazal-type 5-like	5.80	4.27E-07

*CPIP, chronic post-ischemia pain; EA, Electroacupuncture*.

**Table 4:** The detailed information of the top 20 downregulated DEGs.

**Gene ID**	**Gene symbol**	**Full gene name**	**Log_**2**_ fold change**	***Q*-value**
			**(CPIP+EA/CPIP)**	
316632	Ndufa10l1	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 10-like 1	−9.33	2.45E-225
364879	Isoc1	Isochorismatase domain containing 1	−9.00	1.03E-47
103693780	LOC103693780	2-oxoglutarate dehydrogenase, mitochondrial-like	−8.55	5.90E-37
100910581	LOC100910581	Protein phosphatase 1 regulatory subunit 35-like	−8.04	1.93E-27
108348109	Pdcd5	Programmed cell death 5	−7.61	2.69E-21
100359951	LOC100359951	Ribosomal protein S20-like	−7.43	3.96E-19
691543	Katnbl1	Katanin regulatory subunit B1 like 1	−7.43	1.29E-17
100912618	LOC100912618	Ubiquitin-conjugating enzyme E2 variant 1-like	−7.17	2.53E-16
293862	Fam50a	Family with sequence similarity 50, member A	−7.16	2.93E-16
100910616	Hmgn5	High mobility group nucleosome binding domain 5	−6.96	2.11E-14
100910177	LOC100910177	Dolichol-phosphate mannosyltransferase subunit 3-like	−6.71	2.55E-12
100909795	LOC100909795	Colorectal mutant cancer protein-like	−6.70	3.02E-12
292780	Alkbh6	alkB homolog 6	−6.64	2.99E-15
100361850	LOC100361850	Zinc finger protein 74 (Cos52)-like	−6.40	3.30E-10
108348082	LOC108348082	Dual specificity mitogen-activated protein kinase kinase 3-like	−6.39	3.85E-10
100910446	LOC100910446	Syntaxin-7-like	−6.37	4.76E-10
102550530	LOC102550530	MARCKS-related protein-like	−6.35	6.45E-10
287942	Crkl	CRK like proto-oncogene, adaptor protein	−6.32	1.03E-09
29257	Rpl9	ribosomal protein L9	−6.31	1.20E-09
304507	Oas1i	2′-5′ oligoadenylate synthetase 1I	−5.6777009	1.49E-06

*CPIP, chronic post-ischemia pain; EA, electroacupuncture*.

These DEGs were further summarized in the heat map and hierarchical clustering analysis was performed. We found that the samples from sham group, CPIP model group, and CPIP+EA group were clustered into separate groups, indicating a clear segregation between but not within these 3 groups (Figure 3C). This data indicated that there are significant gene expression changes in ipsilateral DRGs of CPIP model rats vs. sham rats, whereas EA treatment can modify gene expressions in CPIP model rats.

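The separation of the groups was measured as the mean distance between libraries of different groups minus the mean distance between libraries of the same group, on row z-scores of the 17187 genes tested. The mean distance was 186 between groups and 179 within groups. Of the 280 divisions of the 9 libraries into 3 groups of 3, 22 gave a difference as large, which is a p of 0.0786 in an exact one-sided permutation test. Without row scaling, the alternative that moved it most, 8 of the 280 divisions did (exact permutation p of 0.0286), and the 3 clusters were the 3 Sham libraries, CPIP+EA replicate 3 alone and the other 5 libraries. On row z-scores, Ward clustering of all tested genes into 3 clusters placed CPIP replicate 3 with CPIP+EA replicates 1 and 2, the 3 Sham libraries with CPIP replicates 1 and 2, and CPIP+EA replicate 3 alone. Clustering of all genes may miss smaller differences, which was not tested. Simulated groups with 200 changed genes were clustered in 0 of 20 runs. In them CPIP+EA was drawn like Sham or like CPIP, so 3 separate groups could not be found. For pairs of groups, the distance between CPIP+EA and CPIP exceeded that within them by -0.91, and 6 of the 10 splits of these 6 libraries gave as large a value, against 1 of 10 for CPIP and Sham. On the 1127 tested genes that are DEGs of either comparison in the authors' deposited table, the 3 clusters were the 3 groups. These DEGs were selected on the same libraries. When the genes that differed at least 1.5-fold between the groups of each of the 280 divisions were taken in turn, 30 divisions (10.7%), the real one included, clustered into their own groups.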

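The genes with the largest changes between CPIP and Sham, chosen by a rule set in advance, did not pass the threshold between CPIP+EA and CPIP. Npy, which encodes neuropeptide Y, had 4.05 ± 2.98 FPKM in Sham (SD, n = 3), 371 ± 22.4 in CPIP (SD, n = 3) and 405 ± 8.66 in CPIP+EA (SD, n = 3). Its log2 fold change between CPIP and Sham was 6.61 (standard error 0.43, limma adjusted p of 0.000135, between 2.05e-05 and 0.00191 over the alternatives). Serpina3n rose from 0.813 ± 0.691 in Sham to 38.7 ± 17.9 in CPIP and was at 33.5 ± 6.98 in CPIP+EA (SD, n = 3 each), with a log2 fold change between CPIP and Sham of 4.93 and a limma adjusted p of 0.000391, between 0.000301 and 0.00356 over the alternatives. Vip (vasoactive intestinal peptide) had 0.147 ± 0.0833, 13.5 ± 3.34 and 18.1 ± 3.22 FPKM in the 3 groups, and Stac2 had 0.417 ± 0.159, 13.5 ± 1.10 and 13.8 ± 3.26 (SD, n = 3 each). Hamp was listed at 0, 0.18 and 0 in Sham, at 9.21, 13.15 and 11.09 in CPIP and at 10.05, 11.92 and 7.65 in CPIP+EA. The limma adjusted p between CPIP and Sham was 1.19e-05 for Vip, for Hamp and for Stac2, and over the alternatives it was at least 5.53e-06 for each and at most 0.000231, 0.000190 and 0.000340. Krt28 fell from 6.31 ± 0.194 to 3.54 ± 0.310, with 3.88 ± 0.244 in CPIP+EA, and Vwc2l fell from 14.1 ± 0.782 to 9.17 ± 0.658, with 9.24 ± 0.405 in CPIP+EA (SD, n = 3 each). Their limma adjusted p between CPIP and Sham was 0.00577 for Krt28, between 0.00372 and 0.0379 over the alternatives, and 0.00762 for Vwc2l, between 0.00596 and 0.0501. Of the 9 fits that each left out 1 library, Krt28 passed the threshold in 1, without CPIP+EA replicate 3, and Vwc2l in 0. Neither passed without a filter, with the replicate number as a block or with only the 2 groups compared. Vwc2l also did not pass with a pseudocount of 1, on the TPM scale or without the trend. Between CPIP+EA and CPIP, the log2 fold changes of these 7 genes lay between -0.17 for Hamp and 0.43 for Vip, and their limma adjusted p was at least 0.996. With each library left out in turn, they lay between -0.32 for Serpina3n and 0.61 for Vip, and Serpina3n was 0.22 without CPIP replicate 2. The 3 genes with the smallest p-values between CPIP+EA and CPIP were Sec14l3, LOC108352882 and LOC103692761. Sec14l3 had 0.403 ± 0.229 FPKM in CPIP and 6.28 ± 2.83 in CPIP+EA (SD, n = 3 each), a log2 fold change of 2.85 (standard error 0.31) with a limma adjusted p of 0.113, between 0.00758 and 0.595 over the alternatives. It passed the threshold only without CPIP+EA replicate 1, with a log2 fold change of 3.19. LOC108352882 was listed at 0.24, 0 and 0 in CPIP and at 0.64, 0.66 and 0.73 in CPIP+EA, and LOC103692761 fell from 0.700 ± 0.0265 to 0.15 ± 0.10 (SD, n = 3 each), both with a limma adjusted p of 0.474. From the DEGs of its own comparisons and their clustering, the paper concludes that gene expression in ipsilateral DRGs changes in CPIP model rats and that EA treatment can modify it.

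**Figure D2:**
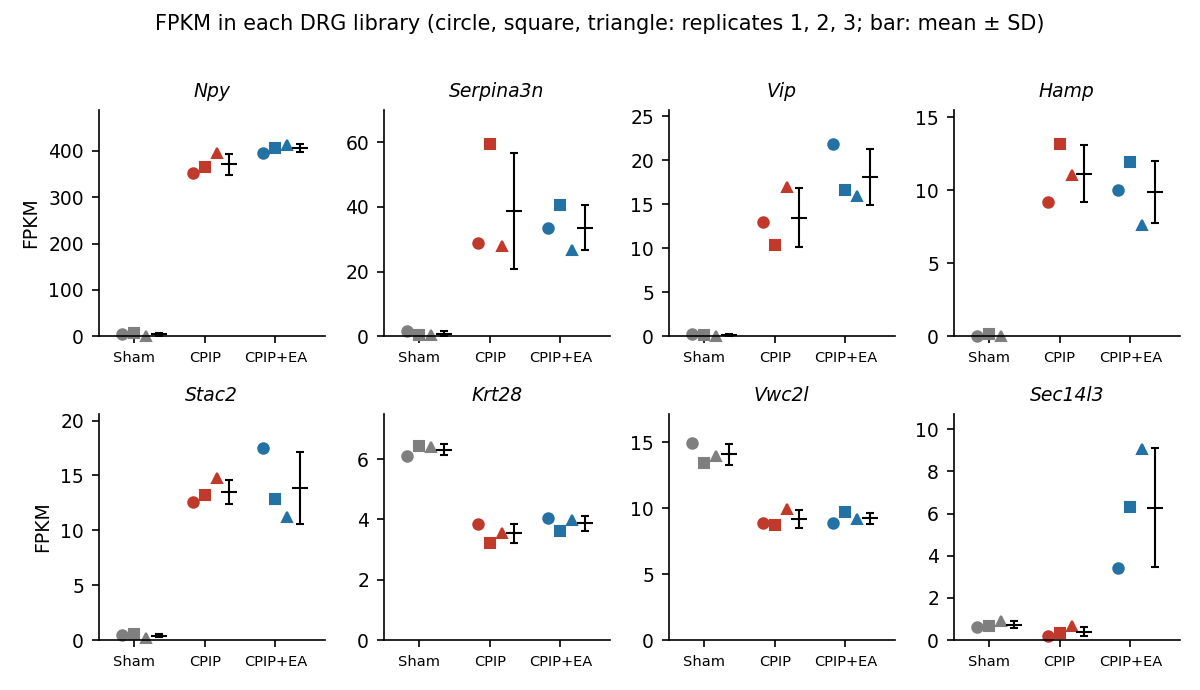
Points show the FPKM of 8 genes in each DRG library of the Sham, CPIP and CPIP+EA groups, and the bar beside each group shows the mean ± SD of its 3 libraries, left out where a library is listed at 0. Npy lies between 1.14 and 7.09 FPKM in Sham, between 351 and 395 in CPIP and between 396 and 414 in CPIP+EA, and Sec14l3 lies higher in CPIP+EA than in the other groups.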

### The Analysis of DEGs in DRGs of CPIP Model Rats Receiving EA Treatment

Venn analysis was performed to study the overlapping of DEGs among groups. 

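Of the 157 tested genes that were at least 1.5-fold lower in CPIP than in Sham, 54 rose by at least 1.5-fold from CPIP to CPIP+EA and 7 fell further by at least 1.5-fold, without regard to a p-value. No gene passed the limma threshold in both comparisons, and of the genes reversed in either direction in the authors' deposited table, 172 in all, 159 could be tested. Of these, 28 had an unadjusted limma p under 0.05 between CPIP+EA and CPIP. The FPKM values did not overlap for 32 of the 172 genes between CPIP and Sham, for 28 between CPIP+EA and CPIP, and for 13 in both comparisons, where chance gives 10% in each single comparison for genes that were not selected on these libraries.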

Venn diagram showed that among the 262 DEGs that were down-regulated in CPIP group, 85 were reversed, whereas 6 were further down-regulated by EA treatment (Figures 4A,B, Supplementary Table 1). Among the 506 DEGs that were up-regulated in CPIP group, 87 were reversed, whereas 15 were further up-regulated by EA treatment (Figures 4C,D, Supplementary Table 2). 

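Of the 340 tested genes that were at least 1.5-fold higher in CPIP than in Sham, 49 fell by at least 1.5-fold from CPIP to CPIP+EA and 9 rose further. Taken with the lower genes, 103 of 497 genes (20.7%) were reversed and 16 (3.22%) changed further. Both comparisons use the same 3 CPIP libraries, so that a chance deviation of CPIP moves a gene one way in the first comparison and the other way in the second. In 100 simulations with unchanged groups, a median of 37.7% of the changed genes were reversed (between 30.7 and 43.7%). In 100 regroupings of the 9 libraries, the real one included, the median was 38.5% (between 19.2 and 60.1%), and 99 gave a share at least as large as the observed one. Across the genes tested, the 2 log2 fold changes had a Pearson r of -0.23, against a median of -0.50 in the simulations with unchanged groups (genes are not independent replicates). When each CPIP library in turn served for the first comparison and the other CPIP libraries for the second, r was 0.037, 0.11 and 0.19. Leaving out 1 library moved the reversed share most, to 30.1% without CPIP replicate 3, where 91 of 100 regroupings gave as large a share. The share that changed further lay between 1.94% (without CPIP replicate 2) and 6.04% (without CPIP+EA replicate 2). Of the 61 genes past the limma threshold between CPIP and Sham, 46 had a log2 fold change of the same sign between CPIP+EA and CPIP and 15 of the opposite sign. Reversal by at least 1.5-fold was found for 0 of them, and 7 had an unadjusted limma p under 0.05 between CPIP+EA and CPIP.

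**Figure D3:**
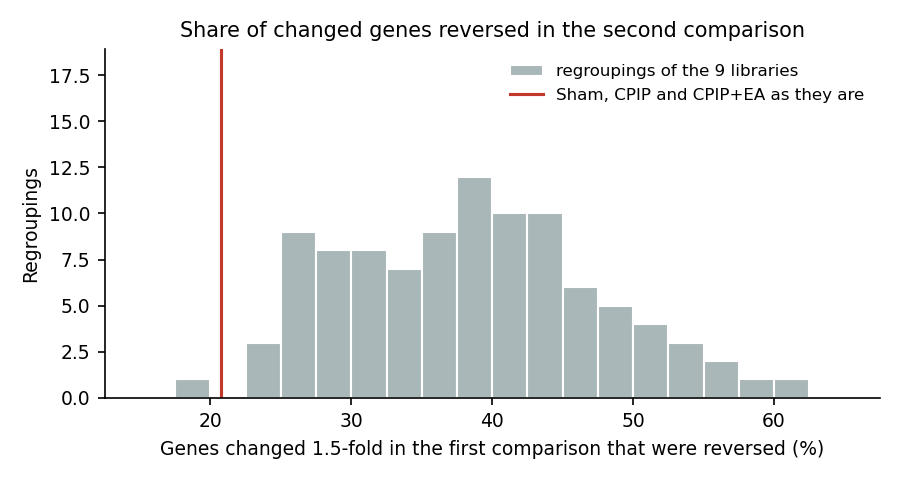
The bars show, for the 99 drawn regroupings of the 9 libraries into 3 groups of 3, the percentage of genes changed at least 1.5-fold in the first comparison that were reversed by at least 1.5-fold in the second (x axis) against the number of regroupings (y axis). The red line marks the real groups at 20.7%, below the median of 38.5% over all 100.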

Figure 4E further summarized the overall Venn diagram results showing the overlapping DEGs among groups.

**Figure 4:**
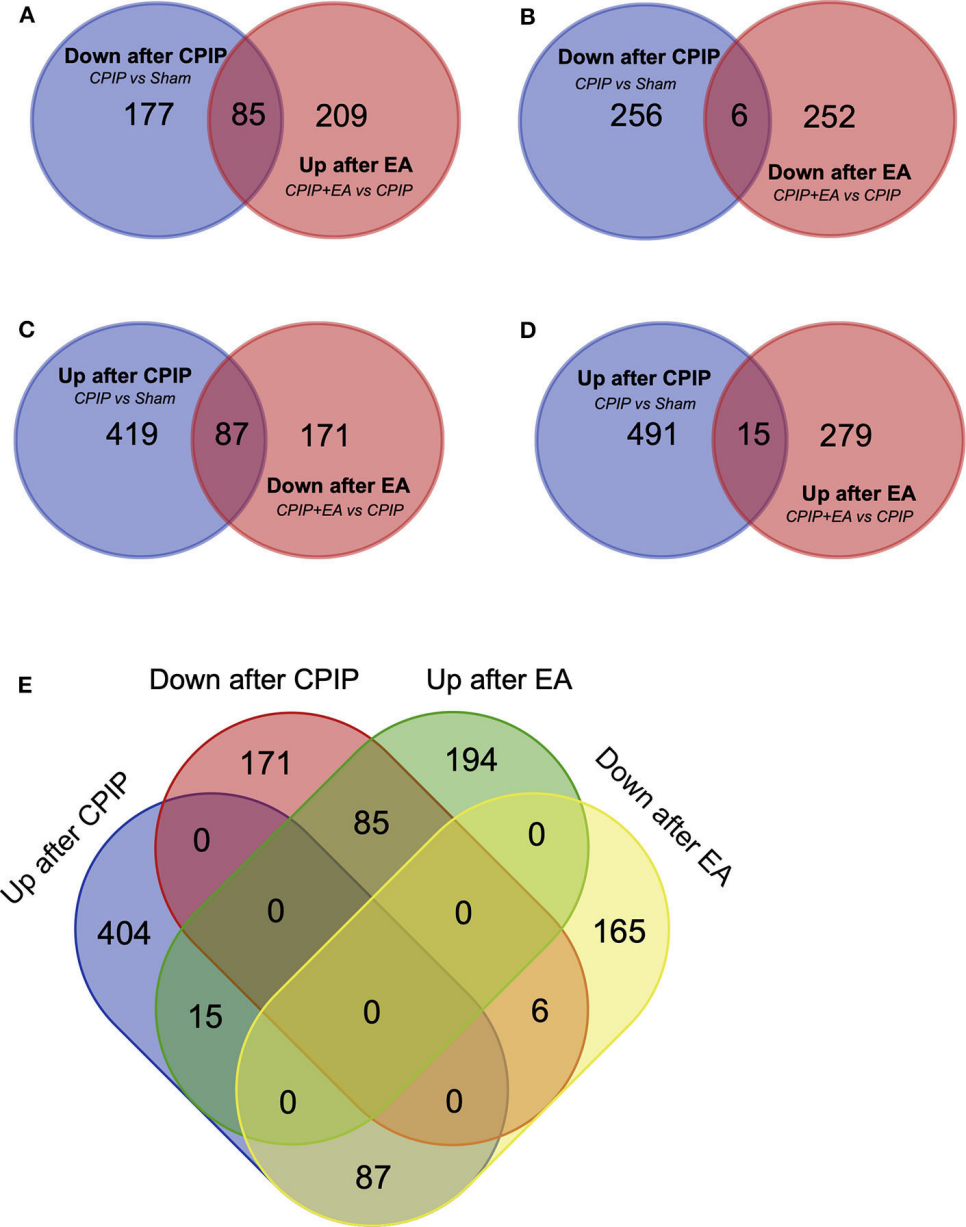
Overlapping of DEGs with genes involved in Sham, CPIP and CPIP+EA group. **(A–E)** Venn diagrams show overlaps of DEGs between different experimental groups. Eighty-five genes were decreased in CPIP group but increased in CPIP+EA group. Six genes were decreased in both CPIP and CPIP+EA group. Eighty-seven genes were increased in CPIP group but decreased in CPIP+EA group. Fifteen genes were increased in both CPIP and CPIP+EA group.

In order to further explore the mechanisms underlying EA's therapeutic effects, we carried out GO analysis of the DEGs that are up- or down-regulated in CPIP+EA vs. CPIP group of rats. 

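Neutrophil chemotaxis, defense response to bacterium and immune response are among the biological processes that Supplementary Table 3 lists for the upregulated DEGs. The 10 genes of neutrophil chemotaxis, which include S100a8, S100a9, Csf3r and Cxcr2, were all higher in CPIP+EA than in CPIP, with a median log2 fold change of 0.66. Of the 10, 2 had an unadjusted limma p under 0.05, 0 passed the threshold, and the FPKM values of 2 did not overlap, where chance gives 10% for genes that were not selected on these libraries. In 8 of them the highest of the 9 libraries was CPIP+EA replicate 3, and the median was 0.063 without that library and 0.39 without CPIP replicate 3. S100a9, chosen after its values were seen, had 63.6, 114.7 and 14.06 FPKM in CPIP and 31.18, 75.48 and 272.19 in CPIP+EA, a log2 fold change of 0.87 (standard error 0.90), which was 0.045 without CPIP+EA replicate 3, 0.016 without CPIP replicate 3, 1.51 without CPIP replicate 2 and 1.6 without CPIP+EA replicate 1. The 14 genes of defense response to bacterium were all higher, with a median of 0.71, none of them had an unadjusted limma p under 0.05, and all were highest in CPIP+EA replicate 3. Without that library, 7 of the 14 were higher and the median was -0.035. It was 0.16 without CPIP replicate 3, 1.09 without CPIP replicate 2 and 1.35 without CPIP+EA replicate 1. The 20 genes of immune response had a median of 0.63, with 5 at an unadjusted limma p under 0.05 and 17 highest in CPIP+EA replicate 3, and without it 11 of the 18 that still passed the filter were higher, with a median of 0.084. Over all listed terms, 191 genes were in the table and 182 were tested. Of these, 50 had an unadjusted limma p under 0.05 and 0 passed the threshold over all genes tested.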

GO analysis showed that the most significantly enriched biological process of upregulated DEGs was neutrophil chemotaxis, followed by defense response to bacterium and fungus and immune response, etc. (Figure 5A, Supplementary Table 3). 

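The 9 genes of oxygen carrier activity in Supplementary Table 3 encode hemoglobin chains, the main protein of red blood cells and their precursors. They were all higher in CPIP+EA than in CPIP, with a median log2 fold change of 0.78, and none had an unadjusted limma p under 0.05 or passed the threshold. Of the 9, 7 were highest of the 9 libraries in CPIP+EA replicate 3, and the median was 0.13 without that library, 0.25 without CPIP replicate 3 and 1.37 without CPIP+EA replicate 1. Hba1, similar to other hemoglobin genes so that the authors' counting could have split its reads, was chosen after its values were seen. It had 722.11, 1359.74 and 318.6 FPKM in CPIP and 377.66, 1105.16 and 2678.75 in CPIP+EA, with 637.31, 1912.31 and 981.26 in Sham. Its log2 fold change between CPIP+EA and CPIP was 0.61 (standard error 0.75). It was -0.071 without CPIP+EA replicate 3, 0.067 without CPIP replicate 3, 1.11 without CPIP replicate 2 and 1.34 without CPIP+EA replicate 1. The 13 genes of heme binding had a median of 0.78, and of 0.012, 0.25 and 1.34 without CPIP+EA replicate 3, CPIP replicate 3 and CPIP+EA replicate 1. The 5 genes of MHC class I protein binding had 0.88, and 0.95 without CPIP+EA replicate 3. All 5 had an unadjusted limma p under 0.05 and 0 passed the threshold. Without that library, chemokine activity went from 0.68 to 0.51, peptide antigen binding from 0.65 to 0.44 and lipid binding from 0.74 to 0.33. Endonuclease activity (0.42), antioxidant activity (0.86) and heparin binding (0.78) fell to -0.035, 0.058 and 0.043.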

The most significantly enriched molecular function of upregulated DEGs included oxygen carrier activity, oxygen binding, and heme binding, etc. (Figure 5B, Supplementary Table 3). 

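Among the cellular components, the 39 genes of extracellular space in Supplementary Table 3 include 37 that could be tested. All 37 were higher in CPIP+EA than in CPIP, with a median log2 fold change of 0.65, 5 had an unadjusted limma p under 0.05 and 0 passed the threshold. CPIP+EA replicate 3 was the highest of the 9 libraries for 29 of them, and without it 23 of the 35 that still passed the filter were higher, with a median of 0.077. The median was 0.32 without CPIP replicate 3 and 1.00 without CPIP+EA replicate 1. The extracellular region had 35 tested genes with a median of 0.59. It was 0.066, 0.34 and 0.96 without CPIP+EA replicate 3, CPIP replicate 3 and CPIP+EA replicate 1.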

The most significantly enriched cellular function of upregulated DEGs included hemoglobin complex, extracellular space and extracellular region, etc. (Figure 5C, Supplementary Table 3). In contrast, the most significantly enriched biological process of down-regulated DEGs included muscle contraction, regulation of muscle contraction and retinoic acid biosynthetic process, etc. 

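The genes of muscle contraction and its regulation in Supplementary Table 3 encode sarcomere proteins of skeletal muscle and, with Atp2a1, its calcium pump. Of the 6 tested genes of muscle contraction, 5 were lower in CPIP+EA than in CPIP, with a median log2 fold change of -0.15, and of the 4 genes of its regulation 2 were lower and 2 higher, with a median of -0.021. None of these genes had an unadjusted limma p under 0.05, none passed the threshold, and all were highest of the 9 libraries in CPIP replicate 2. Without that library, the medians were 0.73 and 1.04, and 1 and 0 genes were lower. They were 0.35 and 0.66 without CPIP+EA replicate 1, -0.25 and -0.16 without CPIP replicate 1, and -1.07 and -1.25 without CPIP replicate 3. Without CPIP+EA replicate 2 they were -0.45 and -0.46, and without CPIP+EA replicate 3 -0.45 and -0.49. Acta1 and Ckm, from a list of muscle genes, and Tnnt3, from the terms, were chosen after their values were seen. They had 42.81, 22.87 and 27.82 FPKM in CPIP replicate 2, between 4.22 and 9.67, 0.57 and 5.23, and 1.8 and 6.66 in the other CPIP libraries, and at most 13.15, 7.24 and 8.07 in CPIP+EA. Their log2 fold changes were -0.34, -0.33 and -0.48, and 0.54, 0.75 and 0.45 without CPIP replicate 2. Without CPIP replicate 3 they were -1.06, -1.47 and -1.36. Without CPIP+EA replicate 1 they were -0.077, 0.19 and 0.00027, so that Ckm and Tnnt3 changed direction there too, and without CPIP+EA replicate 2 they were -0.56, -0.78 and -0.79. The 3 genes of retinoic acid biosynthesis were lower, with a median of -0.67, which was -0.33 without CPIP+EA replicate 1, and 1 had an unadjusted limma p under 0.05.

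**Figure D4:**
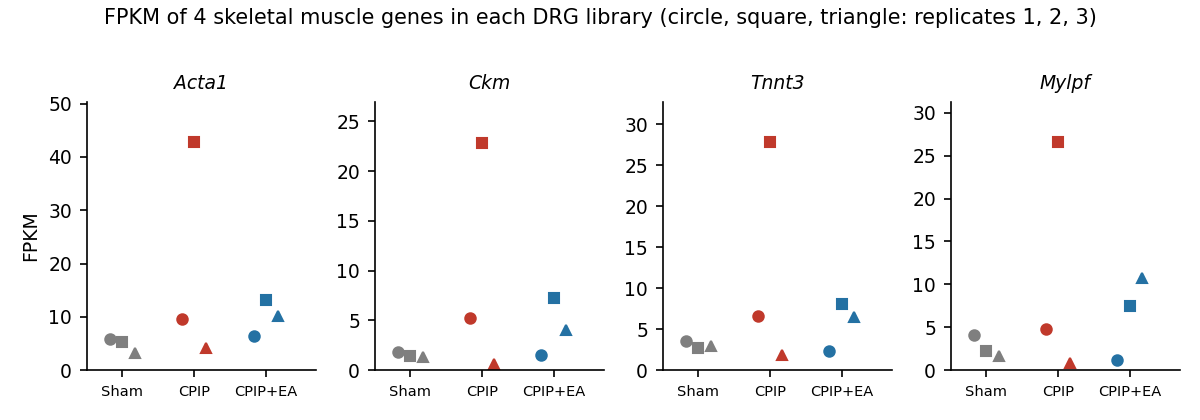
Points show the FPKM of Acta1, Ckm, Tnnt3 and Mylpf in each DRG library of the Sham, CPIP and CPIP+EA groups. All 4 genes are highest in CPIP replicate 2, where Acta1 reaches 42.81 FPKM.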

(Figure 5D, Supplementary Table 3). The most significantly enriched molecular function of downregulated DEGs included retinal dehydrogenase activity, 3-chloroallyl aldehyde dehydrogenase activity, and N-acetyltransferase activity, etc. 

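Aldh1a1 and Aldh1a2, the genes listed under retinal dehydrogenase activity and under 3-chloroallyl aldehyde dehydrogenase activity, were both lower in CPIP+EA. They and Nat8f3 were chosen after their values were seen. Aldh1a1 had 25.1 ± 0.355 FPKM in CPIP and 16.6 ± 6.84 in CPIP+EA (SD, n = 3 each), a log2 fold change of -0.67 (standard error 0.28), which was -0.33 without CPIP+EA replicate 1. The values of the groups did not overlap, which chance gives in 10% of genes that were not selected on these libraries. Aldh1a2 had 6.26 ± 2.63 and 3.73 ± 2.49 (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.48), with overlapping values, and it lay between -1.21 without CPIP+EA replicate 3 and -0.45 without CPIP+EA replicate 2. The limma adjusted p of both was 0.996. The 3 genes of N-acetyltransferase activity had a median log2 fold change of -0.71, and 2 had an unadjusted limma p under 0.05. Of these, Nat8f3 fell from 5.63 ± 0.677 to 3.24 ± 0.141 FPKM (SD, n = 3 each) without overlap, and its limma adjusted p was 0.944.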

(Figure 5E, Supplementary Table 3). The most significantly enriched cellular function of downregulated DEGs included extracellular matrix, troponin complex, and collagen trimer, etc. 

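The extracellular matrix genes of Supplementary Table 3 included 12 that could be tested, all lower in CPIP+EA than in CPIP, with a median log2 fold change of -0.50. Of these, 5 had an unadjusted limma p under 0.05 and 0 passed the threshold. The 6 genes of the collagen trimer were lower, with a median of -0.75, and 5 had an unadjusted limma p under 0.05. Col2a1, chosen after its values were seen, fell from 12.8 ± 3.77 to 5.13 ± 1.03 FPKM (SD, n = 3 each), with no overlap, a log2 fold change of -1.21 (standard error 0.24) and a limma adjusted p of 0.944, between 0.376 and 1 over the alternatives. The troponin complex is represented by Tnnt3, Tnnc2 and Tnni2, all highest of the 9 libraries in CPIP replicate 2. Tnnc2 had 5.21, 23.73 and 0.17 FPKM in CPIP and 1.19, 6.74 and 7.66 in CPIP+EA, and Tnni2 had 2.32, 14.84 and 0.19 in CPIP and 0.28, 4.83 and 5.62 in CPIP+EA. The log2 fold change was 0.036 (standard error 1.15) for Tnnc2 and -0.077 (standard error 1.10) for Tnni2, and their direction depended on the settings. The log2 ratios of their mean FPKM were -0.90 and -0.69. With a pseudocount of 1 that of Tnnc2 was -0.097, and with a pseudocount of 0.1 that of Tnni2 was 0.010. Without CPIP replicate 2 they were 1.25 and 1.08, and the median of the 3 genes changed from -0.077 to 1.08. Without CPIP replicate 3 they were -1.34 and -1.16, with a median of -1.34, and without CPIP+EA replicate 1 they were 0.76 and 0.88. Tnnc2 was also lower without CPIP+EA replicate 2 (-0.29) and without CPIP+EA replicate 3 (-0.37), with Tnni2 at -0.51 and -0.61.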

(Figure 5F, Supplementary Table 3).

**Figure 5:**
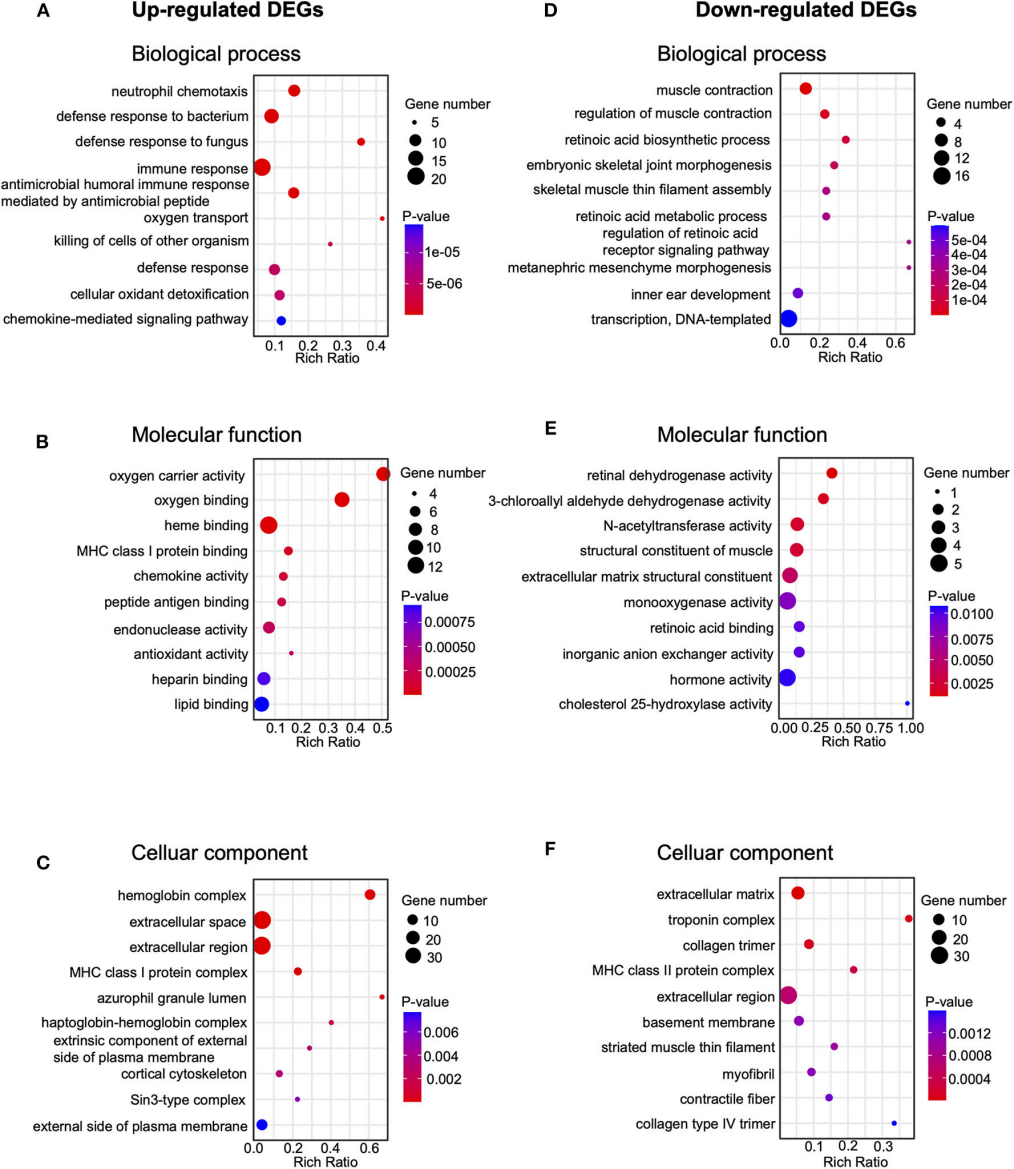
Gene ontology (Go) pathway analysis of DEGs. **(A–C)** Bubble plots showing the top 10 significant biological processes, molecular functions and cellular components of upregulated DEGs. **(D–F)** Bubble plots showing the top 10 significant biological processes, molecular functions, and cellular components of downregulated DEGs. Larger bubbles indicate higher number of genes. The color of each bubble reflects the significance (*p*-value).

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed to further analyze the DEGs. KEGG analysis indicated that the up-regulated DEGs in CPIP+EA vs. CPIP group were exclusively involved in phagosome, antigen processing and presentation and cytokine-cytokine receptor interaction, etc. (Figure 6A). In addition, the down-regulated DEGs were exclusively involved in phagosome, antigen processing and presentation, cell adhesion molecules (CAMs), etc. 

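The KEGG terms themselves were not analysed here. The RT1 genes, which encode the rat major histocompatibility complex and with it proteins that present antigens, were examined as a family. RT1 genes are similar to one another and differ between rat strains, so that the authors' counting could have split or missed reads. Of 33 tested RT1 genes, 20 were higher and 13 lower in CPIP+EA than in CPIP, and 5 in each direction differed at least 1.5-fold. An unadjusted limma p under 0.05 was found for 3, and 0 passed the threshold. In the authors' deposited table, 5 RT1 genes are up and 4 are down between CPIP+EA and CPIP, and all 5 that are up were highest of the 9 libraries in CPIP+EA replicate 3. Genes of this family were chosen after their values were seen. RT1-S3 had 16.96, 28.85 and 41.54 FPKM in CPIP and 17.38, 21.11 and 94.78 in CPIP+EA, and its log2 fold change of 0.26 became -0.50 without CPIP+EA replicate 3, -0.079 without CPIP replicate 1 and 0.71 without CPIP+EA replicate 1. RT1-T24-4 changed from 0.38 to -0.33, 0.082 and 0.77 without the same libraries. RT1-A1, RT1-CE7 and RT1-DMb, also up in the authors' deposited table, kept their direction with each library left out. They lay between 0.36 and 0.86, 0.22 and 0.99, and 0.73 and 2.62. RT1-N2 fell from 6.44 ± 2.60 to 2.79 ± 0.639 FPKM (SD, n = 3 each), without overlap, and its limma adjusted p was 0.996.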

(Figure 6B).

**Figure 6:**
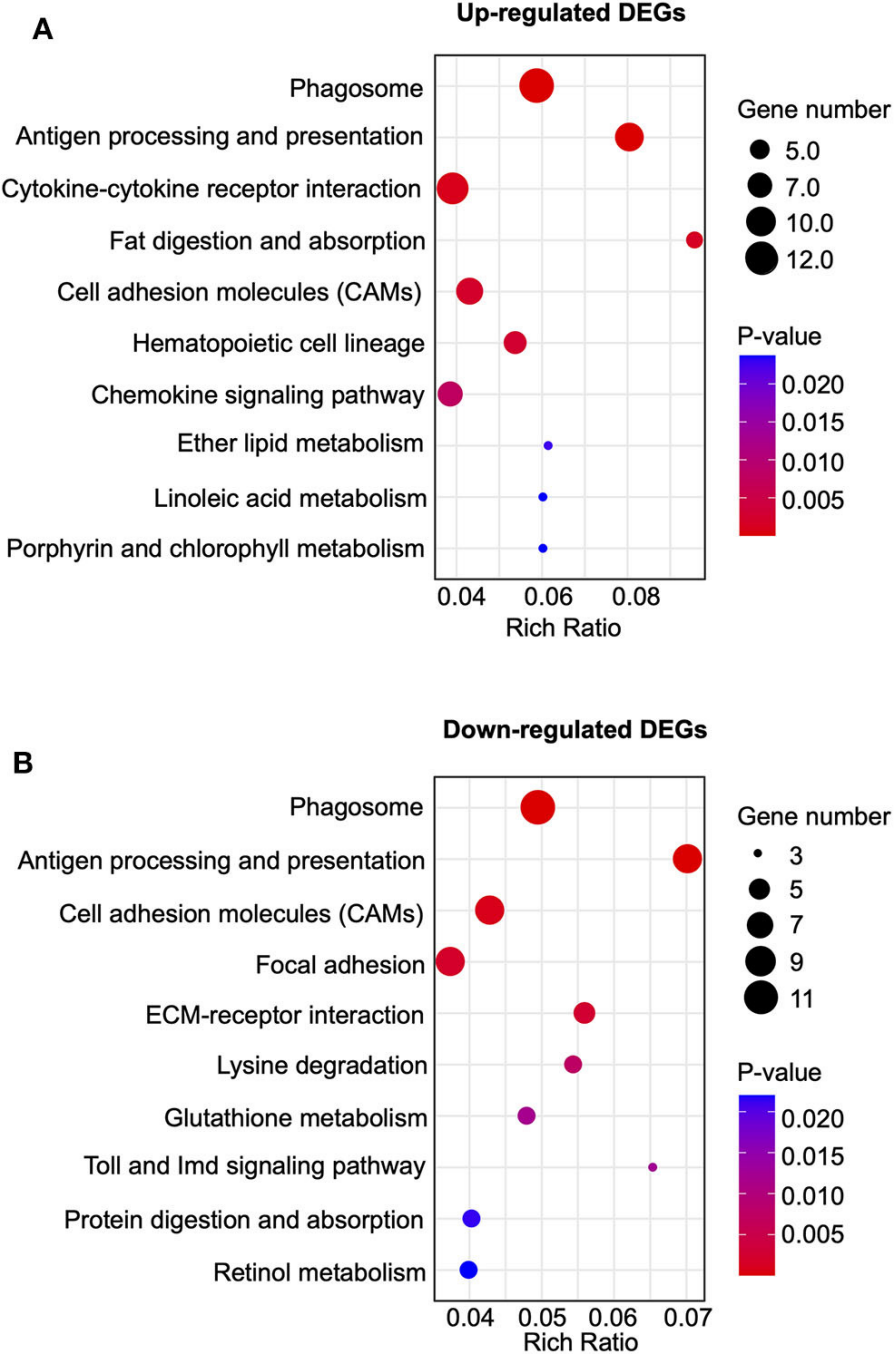
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of DEGs. **(A)** Bubble plots showing the top 10 significant pathways of upregulated DEGs. **(B)** Bubble plots showing the top 10 significant pathways of downregulated DEGs. Larger bubbles indicate higher number of genes. The color of each bubble reflects the significance (*p*-value).

### RNA-Seq Data Validation via qPCR

Next, we set to examine the reliability of our RNA-Seq data using qPCR. We evaluated the up-regulated DEGs which were implicated in immune response identified by GO analysis. We found that the expression of 6 genes, including *Ccl9* [chemokine (C-C motif) ligand 9], *Pf4* (platelet factor 4), *Il1rn* (interleukin 1 receptor antagonist), *Ccl3* (C-C motif chemokine ligand 3), *RT1-A1* (RT1 class Ia, locus A1), and *Pglyrp1* (peptidoglycan recognition protein 1), were significantly up-regulated by EA treatment (Figure 7A). The trend was consistent with the results derived from RNA-Seq as shown in Figure 7B. Thus, the results of qPCR provide evidence showing that the RNA-Seq data for gene expression profiling was reliable.

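In the RNA-Seq data all 6 genes were higher in CPIP+EA than in CPIP. Ccl3 had 0.250 ± 0.0800 FPKM in CPIP and 0.917 ± 0.142 in CPIP+EA (SD, n = 3 each), with 0.837 ± 0.381 in Sham (SD, n = 3). Its log2 fold change between CPIP+EA and CPIP was 0.92 (standard error 0.20), the values did not overlap, and the limma adjusted p was 0.944 over all genes tested. Ccl9 had 0.163 ± 0.0850 and 0.607 ± 0.412 (SD, n = 3 each), a log2 fold change of 0.68 (standard error 0.32), also without overlap, and 0.40 without CPIP+EA replicate 1, while chance gives 10% without overlap for genes that were not selected on these libraries. RT1-A1 had 37.0 ± 12.3 and 57.2 ± 15.4, Pf4 had 7.18 ± 0.36 and 13.4 ± 10.2, Il1rn had 0.757 ± 0.271 and 1.19 ± 0.654, and Pglyrp1 had 2.90 ± 1.15 and 4.75 ± 4.36 (SD, n = 3 each), each with values that overlapped between the groups. RT1-A1 belongs to the family of major histocompatibility genes between which reads could have been split. The log2 fold changes of these 4 genes were 0.65, 0.61, 0.38 and 0.35. CPIP+EA replicate 3 was the highest of the 9 libraries for these 4 genes. Without it the log2 fold change of Pf4 was 0.048, that of Il1rn 0.090 and that of Pglyrp1 -0.29, and the median of the 6 genes fell from 0.63 to 0.26. That of Il1rn was 0.61 and that of Pglyrp1 0.85 without CPIP+EA replicate 1, and Pglyrp1 had 0.61 without CPIP replicate 2. Without CPIP replicate 1 that of RT1-A1 was 0.36 and that of Il1rn 0.23, without CPIP replicate 3 that of Pglyrp1 was 0.14, and without CPIP+EA replicate 2 that of Pf4 was 1.04. Over all genes tested 0 of the 6 genes passed the threshold, and 2 had an unadjusted limma p under 0.05. Adjusted over the list alone, 1 gene (Ccl3) passed, with an adjusted p of 0.00751 from limma, which is not independent evidence because the study chose the list on these libraries.

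**Figure D5:**
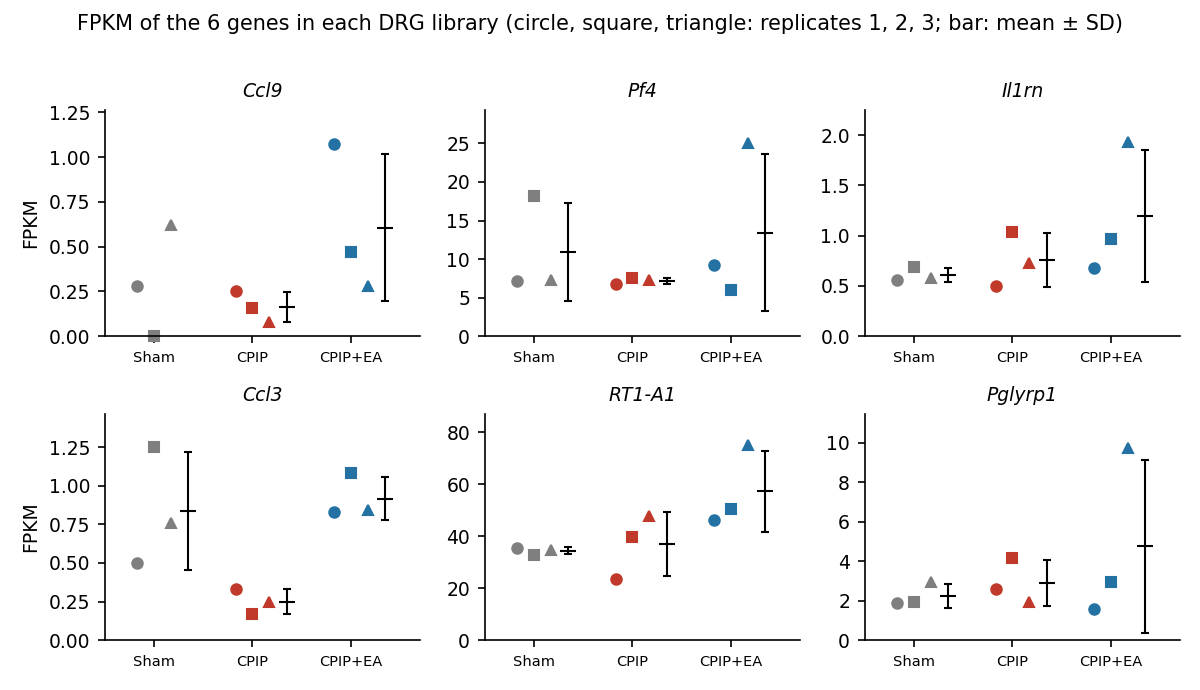
Points show the FPKM of the 6 genes in each DRG library of the Sham, CPIP and CPIP+EA groups, and the bar beside each group shows the mean ± SD of its 3 libraries, left out where a library is listed at 0. The Ccl3 values of CPIP+EA (0.83 to 1.08) lie above those of CPIP (0.17 to 0.33), while Pf4 and Pglyrp1 are highest in CPIP+EA replicate 3.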

**Figure 7:**
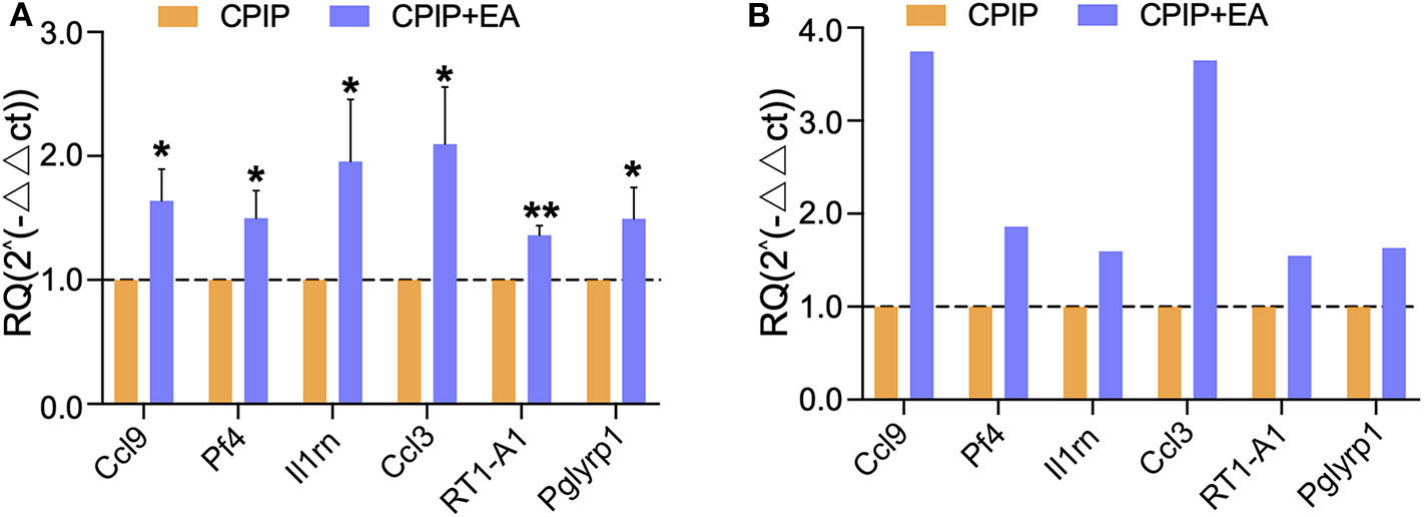
The validation of RNA-Seq results using qPCR. **(A)** The expression of representative genes in immune response detected by qPCR. **(B)** The expression of representative genes by RNA-Seq. *n* = 7 rat/group. *p < 0.05 and **p < 0.01 vs. with CPIP group. Student's *t*-test was used for statistical analysis.

### PPI Network Analysis of the DEGs Modified by EA Treatment

We further performed protein-protein interaction (PPI) network analysis of the DEGs modified by EA treatment (including 294 up-regulated and 258 down-regulated DEGs as shown in Figures 4A,B). 

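RatNP-3b, Defa11, Defa5 and Np4 encode defensins, and Elane, Cxcr2, Mmp8 and Ppbp encode other proteins of neutrophils and platelets. Defensin genes are similar to one another, so that the authors' counting could have split their reads. All 8 genes were higher in CPIP+EA than in CPIP, and for all 8 the highest of the 9 libraries was CPIP+EA replicate 3. Over all genes tested and adjusted over the list alone, 0 of the 8 passed the threshold, and 0 had an unadjusted limma p under 0.05. The smallest adjusted p over the list alone was 0.493 from limma, and the study chose the list on these libraries. Defa5 had 21.99, 27.84 and 3.47 FPKM in CPIP, 8.93, 22.27 and 82.07 in CPIP+EA and 7.91, 43.49 and 14.84 in Sham, a log2 fold change between CPIP+EA and CPIP of 0.94 (standard error 0.97). Elane had 0.76, 1.67 and 0.35 in CPIP and 0.27, 1.92 and 6.72 in CPIP+EA, a log2 fold change of 0.84 (standard error 0.77). Ppbp was listed at 0.19, 0 and 0 in CPIP and at 0.19, 0 and 4.77 in CPIP+EA. Without CPIP+EA replicate 3, 5 of the 8 genes were higher and their median log2 fold change was 0.053, in place of 0.84, with -0.13 for RatNP-3b, -0.069 for Cxcr2 and -0.19 for Mmp8. Without CPIP replicate 3, 6 of the 8 were higher and the median was 0.085, with -0.12 for RatNP-3b, -0.0091 for Mmp8 and 0.047 for Defa5. Without CPIP+EA replicate 1 the median was 1.52.

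**Figure D6:**
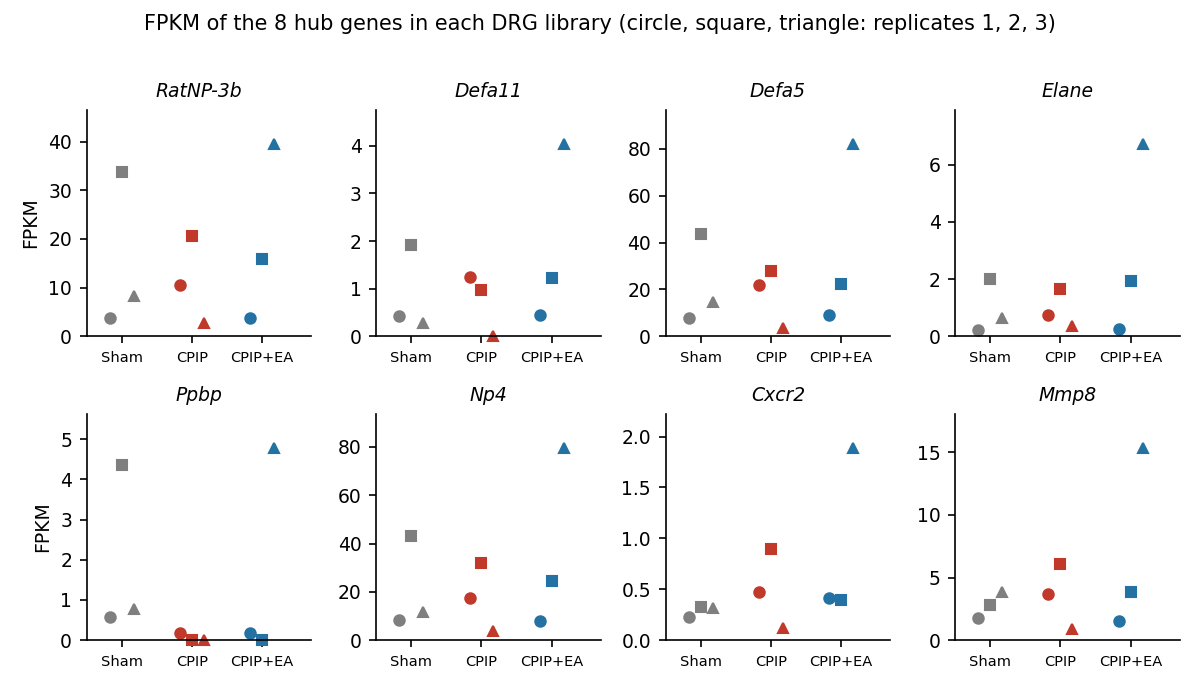
Points show the FPKM of the 8 hub genes in each DRG library of the Sham, CPIP and CPIP+EA groups. In every panel the highest point is CPIP+EA replicate 3 (triangle), with 82.07 FPKM for Defa5, and the other CPIP+EA libraries lie within the range of CPIP and Sham.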

The major hub genes derived from the PPI network analysis included: *RatNP-3b* (defensin RatNP-3 precursor), *Defa11* (defensin, alpha, 11), *Defa5* (defensin alpha 5), *Elane* (elastase, neutrophil expressed), *Ppbp* (pro-platelet basic protein), *Np4* (defensin NP-4 precursor), *Cxcr2* (C-X-C motif chemokine receptor 2), and *Mmp8* (matrix metallopeptidase 8), etc. (Figure 8).

**Figure 8:**
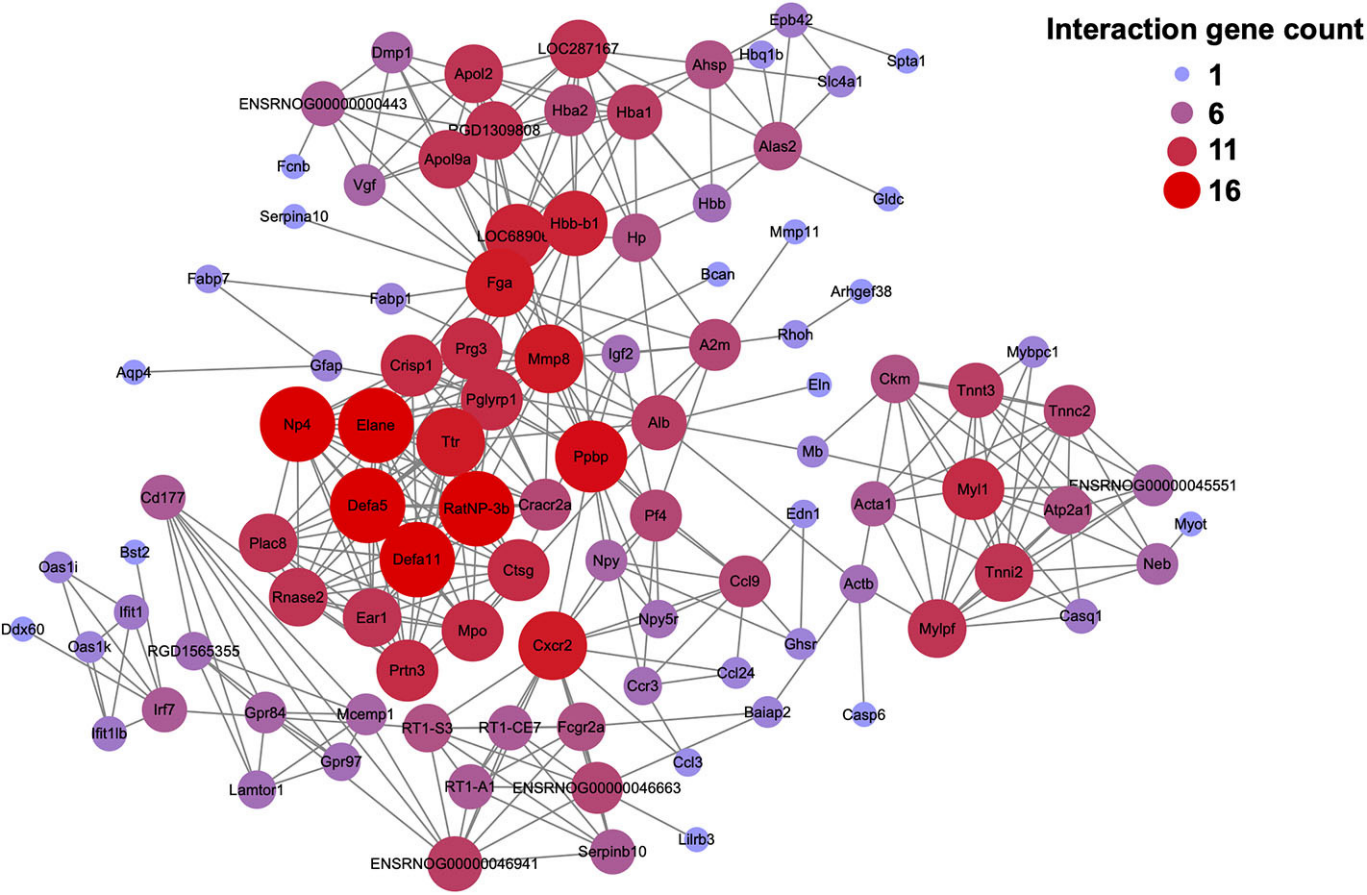
Protein-protein interaction (PPI) network analysis of the DEGs identified from CPIP+EA group vs. CPIP group. PPI network analysis of the DEGs increased or decreased in CPIP+EA group vs. CPIP group. Larger and red color circle reflects more interactions, whereas smaller and purple color circle means fewer interactions.

## Discussion

In this work, we studied the anti-allodynic effects of EA on pain-related behaviors of the rat CPIP model. We performed RNA-Seq to study the gene expression profiles of ipsilateral L4-L6 DRGs innervating the hind limbs of CPIP model rats with and without EA treatment. We successfully identified a number of DEGs that are up- or down-regulated by EA treatment. We then studied the cellular and molecular functions of these identified DEGs via GO and KEGG enrichment analysis. Our results indicated that these DEGs were mostly involved in neutrophil chemotaxis, defense response to bacterium/fungus, immune response, and phagosome. We further validated the expression of some representative genes involved in neutrophil chemotaxis and immune response via q-PCR. Finally, PPI network analysis identified a bunch of hub genes that were modulated by EA treatment.

Mechanical allodynia is a prominent clinical feature observed in CRPS-I patients (32). The CPIP model rats developed obvious signs of mechanical allodynia, which well-recapitulates clinical observations in CRPS-I patients. Here, we observed that 100 Hz EA treatment applied right after model establishment significantly alleviated the mechanical allodynia of CPIP model rats. This result is consistent with our recent findings (15). Besides, our recent study also found that 100 Hz EA applied during the maintenance phase of CPIP model can also produce anti-allodynic effects (15). Therefore, these studies all suggest 100 Hz EA can serve as an effective and reliable method for treating CPIP model-related pain behaviors.

The mechanisms through which 100 Hz EA exerts remarkable relieving effect on CPIP-induced mechanical allodynia remain to be examined. In order to explore the genes and molecular pathways which may possibly participate in CPIP model-induced pain and those related to EA-induced pain relieving effect, we carried out RNA-Seq analysis of the ipsilateral DRGs that innervate the hind paw of EA's site of action. Our recent work identified that multiple genes showed expression changes in ipsilateral DRG neurons that innervate the hind limbs of CPIP model rats (26). Our present results are consistent with previous study, showing that CPIP model induced multiple gene expression changes in ipsilateral DRGs (26). We further found that EA treatment partially reversed the up- or down-regulated DEGs in CPIP model rats.

We then focused on the genes that are affected by EA treatment since these genes may be EA-responsive genes and implicated in EA's therapeutic effects. By means of GO analysis, we found that the top enriched biological process of up-regulated DEGs by EA treatment is neutrophil chemotaxis. Neutrophils are usually the first cell type to infiltrate into the tissues when there is noxious stimuli insult (33). Once infiltrated into tissues, they can initiate inflammation, oxidative burst, and clearance of pathogens via recruiting more macrophages (33–35). However, evidence also suggests that infiltrated neutrophils are also capable of driving resolution phase of inflammation via initiation of pro-resolving mechanisms, such as the release of pro-resolving lipid mediators and cytokine scavengers (36–38). These mechanisms can buffer the actions of pro-inflammatory cytokines and exert pro-resolving effects, which enable the conclusion of inflammatory responses (39). Therefore, the exact role of neutrophils in mediating the therapeutic effects of EA on CPIP model rats necessitates further study.

Another mostly enriched biological process exerted by EA we deduced from GO analysis is immune response. Our previous study found that immune response was the mostly enriched biological process in DRGs of CPIP model rats (26). 

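Ccl24, Ppbp, Prg2, Ccl3, Ccl9, Cxcr2, Il1rn and Ccr3 were all higher in CPIP+EA than in CPIP, with a median log2 fold change of 0.66, and 6 of the 8 were highest of the 9 libraries in CPIP+EA replicate 3. Without that library the median was 0.090, and 5 of the 7 that still passed the filter were higher. Without CPIP replicate 3 the median was 0.39. Over all genes tested 0 passed the threshold, 2 had an unadjusted limma p under 0.05, and adjusted over the list alone 0 passed, with a smallest adjusted p of 0.0100 from limma for Ccl3. The study chose this list on these libraries too. Between CPIP and Sham the log2 fold change was -0.37 for Ccl24, -1.75 for Ppbp, -0.26 for Prg2, -0.80 for Ccl3 and -0.20 for Ccl9, and it was 0.25 for Cxcr2, 0.16 for Il1rn and 0.10 for Ccr3. The limma adjusted p of these changes was at least 0.164. The direction changed for Ccl9 without Sham replicate 3 (0.079), for Prg2 without Sham replicate 2 (0.52), and for Cxcr2 (-0.030) and Ccr3 (-0.049) without CPIP replicate 2. Ccl24 had 1.71 ± 0.318 FPKM in Sham, 1.27 ± 0.615 in CPIP and 2.21 ± 0.663 in CPIP+EA (SD, n = 3 each). Prg2 had 5.93, 55.25 and 17.79 in Sham, 16.71, 28.14 and 7.17 in CPIP, and 8.81, 21.8 and 93.83 in CPIP+EA, and its log2 fold change between CPIP+EA and CPIP was 0.79. It was -0.11 without CPIP+EA replicate 3, 0.28 without CPIP replicate 3 and 1.56 without CPIP+EA replicate 1.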

Interestingly, repetitive treatment with EA provoked a further increase in the expression of immune response-related genes in DRGs of CPIP model rats (e.g., *Ccl24, Ppbp, Prg2, Ccl3, Ccl9, Cxcr2, Il1rn*, and *Ccr3*, etc.). This finding is consistent with two recent studies exploring the effects of spinal cord stimulation (SCS) on gene expressions in spinal cord of chronic pain model rats (40, 41). SCS is a therapeutic method for attenuating chronic pain (42). Repetitive SCS produced robust analgesic effect on chronic constriction injury (CCI) and paclitaxel-induced chronic pain model rats in these two studies. Further exploration of gene expression changes by RNA-Seq indicated repetitive SCS evoke an obvious increase of expression of many immune response–related genes in the spinal cord of these pain model rats (40, 41). It is usually considered that immune responses in DRGs participate in the initiation and maintenance phase of chronic pain (43). However, more and more evidence suggests that the immune responses can also serve to protect the injured area from further insult by engulfing pathogens, removing cell debris, exerting repair, and neuroprotection mechanisms (44–46). Therefore, EA and SCS may engage similar immune stimulatory effects to exert therapeutic effects on chronic pain conditions. The exact implications of up-regulated expression of immune response-related genes in DRGs after EA treatment of CPIP model rats needs further investigation.

CPIP model rats developed obvious mechanical allodynia in both ipsilateral and contralateral hind limbs, a phenomenon consistent with human (32) CRPS-I patients that exhibit bilateral hypersensitivity to mechanical stimuli (32). This phenomenon, in which trauma or inflammation on ipsilateral side elicits pain on contralateral non-injured side is called mirror-image pain (MIP). At the present, the detailed mechanisms underlying MIP remain largely unknown. It is believed that damage to peripheral or spinal tissues may produce a variety of inflammatory mediators and reactive oxygen species products and initiates inflammatory responses (47, 48). These products may be transported through body or cerebrospinal fluids to the contralateral site, affecting spinal cord, DRGs or peripheral nerves, and producing MIP (49). In addition, glial cell sensitization and their cross-talk in spinal cord are proposed to be involved in MIP (32, 47, 50). Our recent study, together with others, observed significant glial cell activation in bilateral sides of spinal cord dorsal horn of CPIP model rats (13, 18), suggesting glial cell activation may be involved in MIP of CPIP model rats. In the present study, our major focus is to explore the gene changes profile in ipsilateral DRGs after EA treatment. Therefore, we did not examine gene changes in contralateral DRGs of CPIP model rats and examined EA's effects. But these studies will be helpful for further elucidating the mystery underlying MIP of CRPS-I and unraveling EA's therapeutic mechanisms.

In summary, we found that repetitive EA treatment significantly attenuated the mechanical allodynia of the rat CPIP model, an animal model mimicking human CRPS-I. We further identified the genes and gene networks that were affected by EA treatment in DRGs of CPIP model rats. These results suggest that EA may alleviate pain response in CPIP model rats via regulating multiple genes in DRGs. Thus, our work may help to further advance the understandings of the molecular mechanisms underlying EA's therapeutic effects on CRPS-I-related pain.

## Data Availability Statement

The original contributions presented in the study are publicly available. The RNA-Seq dataset has been deposited into the National Center for Biotechnology Information's Gene Expression Omnibus repository with accession number GSE158560. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158560.

## Ethics Statement

This animal study was reviewed and approved by the Animal Ethics Committee of Zhejiang Chinese Medical University (permission number ZSLL-2017-183).

## Author Contributions

JW, XZ, RC, XL, YL, HN, and DZ performed the experiments and analyzed the data. BoyuL and CY performed bioinformatics analysis of RNA-Seq dataset. XH and YJ coordinated with EA treatment. JF and BoyiL designed and supervised the study. BoyiL wrote the manuscript. All authors reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

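RNA-Seq libraries of ipsilateral L4–6 DRGs from the Sham, CPIP and CPIP+EA groups, 3 libraries each and 9 in all, were analysed. Samples were assigned to groups and replicate numbers from the repository's sample names and the paper's groups, and every per-sample column was assigned to a library. The behavioral tests and the qPCR measurements were not analysed here.

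The authors filtered raw reads with SOAPnuke, removing reads with adaptors, with more than 10% unknown bases or of low quality, and deposited FPKM values per gene and library with 2 decimals. The authors deposited beside them a log2 ratio for each pair of groups, and a P-value and a Q-value (a p-value adjusted for multiple tests) for each of the same pairs. The paper's text does not name the test behind these Q-values, the aligner, the genome build or the annotation. Its statistics section names ANOVA with a post-hoc test and Student's test for the paper as a whole. Counts of reads were not used here, and no test that needs counts was run. The paper's Table 1 gives the depth, between 21.78 and 21.87 M clean reads per library, so depth differed little between the groups. Base quality did differ. The percentage at a quality score of Q30 was 91.9 to 92.69 in CPIP+EA and 89.46 to 90.77 in the Sham and CPIP libraries, without overlap. A technical difference that goes with the group cannot be told apart from EA in this design.

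FPKM values were tested as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with a mean-variance trend), with all 9 libraries in 1 fit and no covariate. The filter required a mean FPKM of at least 0.1 over the 9 libraries, and p-values were two-sided and adjusted over all genes tested by the Benjamini-Hochberg method. The threshold for a DEG was taken from the paper, an adjusted p under 0.01 and a fold change of at least 1.5 or at most 0.667. Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01 and, beside it, with fry and with the correlation estimated from the data. The 19 lists cover cell types and responses, and are named with their results in the closing section. Libraries were clustered with Ward linkage on row z-scores, and the separation of the groups was tested over all 280 divisions of the libraries. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

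The genes named in the text are those the paper names in its results, Tables 3 and 4, Figure 7 or its discussion. To these were added, for each comparison, up to 5 DEGs in each direction with the largest change among those whose libraries did not overlap between the groups, or, for a comparison with 0 DEGs, the 3 genes with the smallest p-values. Other genes are said to be chosen after their values were seen. The sample groups, the limma fit and its thresholds, the set tests of the lists, the clustering and its permutation test, this rule, the marker lists and the alternatives were fixed before the data were examined. Further tests, among them those of explanations and of other splits, were chosen after values were seen, as the closing section says. The alternatives were a pseudocount of 0.1 or 1, no filter or a mean FPKM of at least 1, quantile normalization, a TPM scale, median centring, a fit without the trend or with a robust trend, the replicate number as a block, a fit of only the 2 groups compared, other thresholds, and each library left out in turn. For the top 20 genes, the summed FPKM of a gene and its near-identical copy was an alternative. Of 21 pairs named from the paper's tables, 20 had both members in the table. Their sequences were not compared, so that the members are near-identical is an assumption. The minimum share of 20% for the minor copy, used to pick the pairs that can show an exchange of reads, was chosen after the values were seen.

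The fit was tested on simulated data before use, with 100 genes changed 2-fold and 100 changed 4-fold in CPIP+EA among 17091 genes. It called 87 and 100 of them between CPIP+EA and Sham and 0 genes between CPIP and Sham, which were not changed. Calls were not counted apart for genes with low FPKM or with a large spread between libraries. The reversal analysis was tested on simulated groups of 17187 genes. With 200 genes changed by CPIP and reversed by EA, 100.0% of them were found reversed, and with 200 genes kept with EA 1.25% were. Groups in which all genes were shifted were clustered in 20 of 20 runs. Groups with 200 genes changed by CPIP, either reversed by EA or kept with EA, were clustered in 0 of 20 runs each. Clustering of all genes can therefore miss groups that differ in 200 genes.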

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

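The tests of the authors' scaling, of cells of other tissues, of other splits of the libraries, of the time of day and of glucocorticoid release were chosen only after the results below were seen.

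The comparison of CPIP+EA with Sham, which the paper does not report, gave 83 DEGs, 82 higher and 1 lower in CPIP+EA, with 2100 genes at an unadjusted limma p under 0.05. The deposited table holds this comparison, and there the authors' own columns give 1053 genes past the same threshold. Only 1 of the 10 splits of these 6 libraries, the real one, gave as many DEGs, and the other splits gave at most 1. At an unadjusted limma p under 0.05, 2 of the 10 splits gave as many as the 2100 genes, and the other splits gave between 316 and 2269. The 10 splits cannot give a share under 0.1 and so do not decide by themselves, while the smallest adjusted p of the real split was 2.45e-06 in limma. Leaving out 1 library gave between 35 and 82 DEGs, with the lowest value without CPIP+EA replicate 2. The 1 lower DEG, Amigo3, had 16.9 ± 1.08 FPKM in Sham, 12.4 ± 0.334 in CPIP and 10.9 ± 1.05 in CPIP+EA (SD, n = 3 each). Its log2 fold change between CPIP+EA and Sham was -0.62, with a limma adjusted p of 0.00694, between 0.00541 and 0.0390 over the alternatives. It did not pass the threshold in 8 of the 9 fits that each left out 1 library. Nor did it pass with quantile normalization, median centring or the replicate number as a block.

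Of the 61 DEGs between CPIP and Sham, 58 were also DEGs between CPIP+EA and Sham, and for all 61 the values of CPIP+EA and Sham did not overlap, where chance gives 10% for genes that were not selected on the same Sham libraries. Between CPIP+EA and Sham, 82 of the 83 DEGs had an unadjusted limma p under 0.05 between CPIP and Sham, the exception being Sec14l3. Both comparisons use the same 3 Sham libraries, which alone raises their likeness. Across the genes tested, their log2 fold changes had a Pearson r of 0.72, against a median of 0.50 and at most 0.55 in 100 simulations with unchanged groups. The median log2 fold change of the 61 DEGs, signed by the direction in CPIP, was 1.40 in CPIP and 1.55 in CPIP+EA against Sham. The authors' scaling of the libraries would be argued for if the shared DEGs were lost when every library was given the same distribution of values, but 54 of the 58 passed in both comparisons under quantile normalization, 51 on the TPM scale and 56 with median centring. Cells of other tissues in CPIP+EA replicate 3 are argued against in the same way, since 48 of the 58 passed between CPIP+EA and Sham without that library. Among these genes, Gal, Atf3 and Csf1 were singled out after their values were seen. Gal had 5.13 ± 0.406 FPKM in Sham, 42.1 ± 5.63 in CPIP and 58.7 ± 5.25 in CPIP+EA, and Atf3 had 5.67 ± 1.08, 56.0 ± 5.54 and 68.4 ± 9.58 (SD, n = 3 each). Csf1 had 6.41 ± 0.0551, 13.7 ± 0.370 and 12.6 ± 0.530. A candidate explanation, as a hypothesis found in these data, is that the change of these genes by CPIP is still present in the DRGs after EA. An effect of EA on them smaller than the 2-fold changes of the simulated data was not tested.

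The circadian clock genes, a list of 11 that the paper does not discuss, had a median log2 fold change of -0.18 between CPIP+EA and CPIP. Of the 11 genes, 9 were lower and 2 higher, 6 did not overlap between the groups (chance gives 10%), and 6 had an unadjusted limma p under 0.05, while 0 passed the threshold over all genes tested. The adjusted p of the list over 19 lists was 1.87e-06 in camera, between 7.50e-08 and 0.000109 over the alternatives, 0.0163 in fry and 0.0422 with the correlation estimated from the data. Dbp had 38.7 ± 3.15 FPKM in CPIP and 26.6 ± 1.59 in CPIP+EA, Ciart 2.84 ± 0.118 and 1.51 ± 0.295, Per2 4.77 ± 0.0808 and 3.42 ± 0.332, and Arntl 3.77 ± 0.104 and 4.95 ± 0.909 (SD, n = 3 each), all chosen after their values were seen. The list also differed between CPIP+EA and Sham, with a median of -0.20 and an adjusted p of 0.000118 in camera, 0.00520 in fry and 0.0942 with the estimated correlation, while between CPIP and Sham its adjusted p was 0.287. Of the 10 splits of the libraries, 1, the real one, gave as small a camera p between CPIP+EA and CPIP, and 1 of 10 between CPIP+EA and Sham, the smallest share these designs allow. The medians with 1 library left out ranged between CPIP+EA and CPIP from -0.32 (without CPIP replicate 1) to -0.16, and from -0.36 (without Sham replicate 1) to -0.18 between CPIP+EA and Sham. In Sham DRGs, 10 of the 11 genes reached at least 1 FPKM, 2 are DEGs in the authors' deposited table, and Per1 is also in the glucocorticoid list. A time of day of tissue collection that differed between the groups would move Arntl and Npas2 against the other genes, and all 10 genes that could be read this way moved so. That is also what an effect of EA on the clock might look like. The paper's text does not state the time of day, so the time of collection cannot be told apart from the group. Glucocorticoid release by stress or handling would move other glucocorticoid targets. Their list had an adjusted p of 0.0547 in camera, and of 0.781 both in fry and with the estimated correlation. In camera the list was under 0.05 with median centring, with the replicate number as a block and in 5 of the 9 fits with 1 library left out. Of its 9 genes besides Per1, 5 were lower in CPIP+EA than in CPIP, so that this explanation stays open too. The CPIP+EA libraries also had higher Q30 percentages than all Sham and CPIP libraries, so a technical difference between the groups stays open as well. No explanation was tested that could separate an effect of EA from these.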

How the results depend on the processing

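Every alternative below was chosen in advance, and none was added after the values were seen.

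The count of DEGs between CPIP and Sham was 61, and stayed within 1.5 times of it under the other pseudocounts, filters, scalings and trends and with only the 2 groups compared. With an adjusted p under 0.05 it was 102, and 122 without a fold threshold, since these thresholds are less strict. Leaving out 1 library gave between 30 and 62, with fewer samples. Between CPIP+EA and CPIP, 738 genes had an unadjusted limma p under 0.05, and between 501 and 1248 with 1 library left out. The count of DEGs between CPIP+EA and CPIP was 0, and stayed 0 under every alternative except the following. It was 1 (Ndufa10l1) with only the 2 groups compared, and between 0 and 2 with 1 library left out. The genes were Ndufa10l1 without Sham replicate 3, LOC100910581 without CPIP replicate 3, Sec14l3 and LOC108348140 without CPIP+EA replicate 1, and Brms1 without CPIP+EA replicate 3. The count between CPIP+EA and Sham was 83. It was 163 with an adjusted p under 0.05, 226 without a fold threshold, 51 with only the 2 groups compared, and between 35 and 82 with 1 library left out. Of the 51, 45 were among the 83.

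The replicate numbers did not pair the libraries. Libraries of the same number in different groups had correlations of their deviations from the group means between -0.236 and 0.297, and 2 of 9 were above 0.1. With the replicate number as a block, the count of DEGs was 26 between CPIP and Sham, all of them higher, 42 between CPIP+EA and Sham, and 0 between CPIP+EA and CPIP, where 696 genes had an unadjusted limma p under 0.05.

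Of the top 20 up- and down-regulated genes, 0 passed over all genes tested, with 7 at an unadjusted limma p under 0.05. This was 1 (Ndufa10l1) with only the 2 groups compared and between 0 and 1 with 1 library left out. Of the genes of the GO terms, 0 passed, and between 0 and 2 with 1 library left out. The qPCR genes and the hub genes gave 0 under every alternative. The share of reversed genes, 20.7%, lay between 16.9 and 30.1% with 1 library left out, and the correlation of the 2 changes between -0.37 and -0.18. The exact permutation p of the separation of the groups was 0.0786, and 0.0286 without row scaling, and the cause was not tested. Between CPIP+EA and CPIP, 8 of 19 marker lists had an adjusted p under 0.05 in camera. It was 1 (the circadian clock genes) in fry and 1 (the same list) with the correlation estimated from the data, both of which take the correlation of genes within a list into account. Leaving out 1 library gave between 6 and 15 lists.

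For single results between CPIP+EA and CPIP, the summed FPKM of gene and copy changed the direction of Rps20 (-0.91), Ppp1r35 (-0.037) and Rfxap (-0.048), which follows from adding the copy. The direction of Tnnc2 changed with a pseudocount of 1 (-0.097), that of Tnni2 with a pseudocount of 0.1 (0.010), and that of the T cell list without a filter (0.028), and the cause was not tested. Leaving out 1 library changed the direction of the following median or single log2 fold changes, given as their range over the 9 fits. Among lists these were neutrophil precursors (-0.098 to 1.24), mature neutrophils (-0.077 to 0.77), B-cell precursors (-0.13 to 0.57), eosinophils (-0.21 to 1.18), macrophages (-0.066 to 0.16) and the interferon response (-0.37 to 0.51). Further lists were T cells (-0.17 to 0.047), skeletal muscle (-0.75 to 0.63), DRG neurons (-0.11 to 0.10), satellite glia (-0.0074 to 0.049) and immediate early genes (-0.22 to 0.083). Among genes these were Pglyrp1 (-0.29 to 0.85), RatNP-3b (-0.13 to 1.49), Cxcr2 (-0.069 to 0.68), Mmp8 (-0.19 to 1.29), Prg2 (-0.11 to 1.56), Hba1 (-0.071 to 1.34), Hbb (-0.0067 to 1.61) and Mpo (-0.24 to 1.34). The muscle genes Acta1 (-1.06 to 0.54), Ckm (-1.47 to 0.75), Tnnt3 (-1.36 to 0.45), Tnnc2 (-1.34 to 1.25) and Tnni2 (-1.16 to 1.08) changed direction too, as did RT1-S3 (-0.50 to 0.71) and RT1-T24-4 (-0.33 to 0.77). The muscle list, Ckm, Tnnt3 and Tnni2 changed direction without CPIP replicate 2 or CPIP+EA replicate 1, Acta1 without CPIP replicate 2, and Tnnc2 without CPIP replicate 3 or CPIP+EA replicate 2 or 3. T cells and satellite glia did so without CPIP+EA replicate 1, and immediate early genes without CPIP replicate 1 or CPIP+EA replicate 2 or 3. The library was CPIP+EA replicate 3 for the other lists and genes, with mature neutrophils, RatNP-3b and Mmp8 also changed without CPIP replicate 3, and RT1-S3 without CPIP replicate 1. With 1 library left out, 586 of 637 values of single genes and 126 of 171 of lists kept their direction and their side of the threshold. Fits without a library of the group not compared leave the fold change as it was, so part of this is given by construction. Values far from the threshold also keep their side easily. Of the values of single genes under the other settings, 758 of 779 kept their direction and their side of the threshold, with 15 weaker and 1 stronger. Of those of the lists, 169 of 189 did, with 16 weaker and 3 stronger.

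The values have 2 decimals and no counts, so the depth behind low values is unknown.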

Differences from the paper's values

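The comparison with the authors' own Q-values was the one test here chosen only after the values were seen.

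The paper reports 768 DEGs between CPIP and Sham, 506 up and 262 down, where the limma fit gave 61, 59 up and 2 down. The paper reports 552 DEGs between CPIP+EA and CPIP, 294 up and 258 down, where the limma fit gave 0, with 0 up and 0 down and 738 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed either gap. The first count was 102 with an adjusted p under 0.05 and 122 without a fold threshold. The paper reports 85 genes down in CPIP and reversed by EA, 6 down and further down, 87 up and reversed and 15 up and further up, where 0 genes in each of these 4 sets passed the limma threshold in both comparisons, under the main setting and under every alternative set before the data were examined. The Q-values and log2 ratios of the authors' deposited table give the paper's counts, 768, 552, 85, 6, 87 and 15, exactly. Of those 552 genes, 136 (24.6%) had values that did not overlap between CPIP+EA and CPIP. Most of these Q-values under 0.01 thus belong to genes whose libraries overlapped between the groups. The test behind them is not named, so how it treats the spread between libraries is not known.

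The paper lists 40 genes in Tables 3 and 4 as the most changed DEGs. In the limma fit 0 of the 40 passed over all genes tested, with 7 at an unadjusted p under 0.05. Ndufa10l1 passed with only the 2 groups compared and without Sham replicate 3, LOC100910581 without CPIP replicate 3, and Brms1 without CPIP+EA replicate 3. Sec14l3 and LOC108348140, genes of the paper's GO terms, passed without CPIP+EA replicate 1. The paper describes the sham, CPIP and CPIP+EA samples as separate clusters of the DEGs. On all genes tested the 3 clusters were not the 3 groups, and on the 1127 DEGs of the authors' deposited table they were. The clustering of all genes also missed the simulated groups with 200 changed genes, in 20 of 20 runs. Since CPIP+EA was drawn there like Sham or like CPIP, these runs do not show whether smaller differences are missed. The paper describes immune response genes as raised further by EA in CPIP model rats. Of the 8 genes it names, 5 (Ccl24, Ppbp, Prg2, Ccl3 and Ccl9) had a negative log2 fold change between CPIP and Sham, which was -0.80 for Ccl3. The paper places muscle contraction and the troponin complex among the terms of the genes lowered by EA. On the log2(FPKM + 0.5) scale, which averages the libraries as logs, Tnnt3 and Tnni2 had log2 fold changes of -0.48 and -0.077 and Tnnc2 of 0.036, while the log2 ratios of the mean FPKM of the same 3 genes were -1.10, -0.69 and -0.90, lower as in the paper.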

Other observations

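The tests of 1 library deciding the authors' calls and of other splits or regroupings of the libraries were chosen only after the results were seen, and for bone marrow, blood, muscle and shared reads the explanations and lists were set in advance but the statistics that test them after the values were seen.

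The erythroid list rose between CPIP+EA and CPIP (14 of 14 genes, median log2 fold change 0.59), as did neutrophil precursors (9 of 9, 0.67), mature neutrophils (10 of 10, 0.41), eosinophils (4 of 4, 0.55), B-cell precursors (10 of 10, 0.20), dividing cells (12 of 12, 0.27) and platelets and megakaryocytes (7 of 10, 0.28). The adjusted p in camera was 0.0144, 0.0215, 0.0270, 0.236, 0.236, 0.00196 and 0.0805 in that order, and none was under 0.05 in fry or with the correlation estimated from the data. Without CPIP+EA replicate 3 these medians were 0.022, -0.098, -0.077, -0.21, -0.13, 0.050 and 0.015. Without CPIP replicate 3 those of the first 5 were 0.23, 0.33, -0.019, 0.22 and 0.056. They rose without CPIP+EA replicate 1, to 1.17, 1.24, 0.77, 1.18, 0.55 and 0.54 for the first 6, and without CPIP replicate 2, to 0.90, 1.07, 0.73, 1.00 and 0.57 for the first 5. Against Sham the lists went apart. The erythroid list was lower in CPIP (0 of 14 genes higher, median -0.60, adjusted p of 0.0494 in camera, 0.727 in fry and 0.789 with the estimated correlation) and level in CPIP+EA (6 of 14 higher, -0.0080, 0.880 in camera). The first median was 0.0083 without Sham replicate 2, -1.14 without Sham replicate 1, -0.93 without CPIP replicate 2 and -0.21 without CPIP replicate 3, and the second lay between -0.61 (without CPIP+EA replicate 3) and 0.53 (without Sham replicate 2). The neutrophil precursors were level in CPIP (4 of 9 higher, -0.017, 0.967 in camera) and higher in CPIP+EA (9 of 9, 0.65, 0.113 in camera). Here the first lay between -0.34 (without Sham replicate 1) and 0.34 (without Sham replicate 2), and the second between -0.14 (without CPIP+EA replicate 3) and 1.29 (without CPIP+EA replicate 1). Over the 9 libraries, the mean z-scores of the erythroid and neutrophil precursor lists had a Pearson r of 0.894 (exact permutation p of 0.000165) and a Spearman rho of 0.933 (exact permutation p of 0.00075), with r of 0.920 without the 2 libraries farthest from the median and 0.965 within groups. Of 11 such relations computed, this one had an adjusted p of 0.000606. Bone marrow cells carried along with the ganglia are a candidate explanation, since genes of marrow-bound precursors moved with the others and in the same libraries. Sham replicate 2 was the highest library of the erythroid list and CPIP+EA replicate 3 that of the neutrophil precursors. Marrow cells in a single mixture would not give the different medians of these lists against Sham, a gap that was not tested against the spread between libraries. Blood left in the ganglia would raise the mature lists without the precursors, but the erythroid and B-cell precursor lists had an r of 0.958 (rho 0.967, exact permutation p of 3.03e-05 and 0.000165, adjusted p of 0.000333, r of 0.929 without the 2 farthest libraries). Some genes of the B-cell list are also used by mature B cells. The T cell list had an r of -0.619 with the erythroid list (rho -0.80, exact permutation p of 0.078 and 0.0138, adjusted p of 0.107, r of -0.88 without the 2 farthest libraries). These values argue against blood as the whole source. Few of the genes behind this argument reached at least 1 FPKM in Sham DRGs, which limits it. They were 4 of the 10 B-cell precursor genes and 1 of the 7 tested T cell genes. Of the erythroid list, 14 genes, and of the neutrophil precursor list, 7 genes are DEGs in the authors' deposited table, so the lists are not independent of what the study picked. All 14 erythroid genes reached at least 1 FPKM in Sham DRGs, with up to 863 FPKM for the most abundant. An effect of EA on neutrophils in the DRG remains open, and was not tested apart from the group.

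The muscle list had a median log2 fold change of 0.87 between CPIP and Sham and -0.10 between CPIP+EA and CPIP, with an adjusted p in camera of 0.00252 and 0.237, in fry of 0.727 and 0.833, and with the estimated correlation of 0.789 and 0.811. All 18 muscle genes tested were highest of the 9 libraries in CPIP replicate 2. Without that library the median was 0.15 between CPIP and Sham and 0.63 between CPIP+EA and CPIP, where 2 of the 18 genes were lower in place of 12. Without CPIP replicate 3 these medians were 1.51 and -0.75, and the second was 0.33 without CPIP+EA replicate 1 and between -0.34 and -0.23 without CPIP replicate 1 or CPIP+EA replicate 2 or 3. The most abundant were Acta1, with 42.81 FPKM, and Tnnt3, with 27.82 FPKM, in CPIP replicate 2. Skeletal muscle carried along with the ganglia in CPIP replicate 2 is a candidate explanation. Of the 18 genes, 9 reached at least 1 FPKM in Sham DRGs, 11 are DEGs in the authors' deposited table and 8 are in the GO terms of the study. The fold changes between CPIP+EA and Sham do not use that library, and their median was 0.80 with 15 of the 18 genes higher and an adjusted p in camera of 0.0557, 0.804 in fry and 0.888 with the estimated correlation. It was between 0.50 (without CPIP+EA replicate 2) and 1.24 (without CPIP+EA replicate 1) with 1 library left out. Muscle in CPIP replicate 2 therefore does not account for the values of CPIP+EA, for which a change of muscle genes by CPIP and muscle in other libraries both remain open.

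For the gene and copy pairs of Tables 3 and 4 and of Supplementary Tables 1 and 2, 5 of 20 pairs had at least 20% of the summed FPKM in the minor member, a share chosen after the values were seen. In all 5 pairs the members moved in opposite directions between CPIP+EA and CPIP and correlated negatively over the libraries. The median absolute log2 fold change of the summed FPKM was 0.0478, and 1 pair (Rps20 and LOC100359951) differed at least 1.5-fold when summed. The variance of the sum was a median of 0.0539 of the summed variances, against 1.01 for random pairs, and 0 of 1000 random draws were as low. Reads shared between near-identical copies are a candidate explanation for these pairs, less so for Rps20 and LOC100359951, whose ratio was 0.763. Of the other 15 pairs, 12 also correlated negatively over the libraries. The ratio was 0.332 for Ndufa10 and Ndufa10l1, with a summed log2 fold change of -0.065, and 0.239 for Ldlrad3 and LOC103690057, with -0.034, both pairs chosen after their values were seen.

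Of the 294 genes that are up in the authors' deposited table between CPIP+EA and CPIP, 153 (52.0%) fell inside 1.5-fold in the ratio of group means without CPIP+EA replicate 3. Over both directions, 175 of the 552 calls were lost without CPIP+EA replicate 3 and between 79 and 93 without each of the other 5 libraries. That 1 library decides many of these ratios of group means is in line with this test. It does not say why that library differs, for which the design gives no separate explanation.

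The reversal of CPIP changes by EA can be set beside other groupings. Of the 100 regroupings of the 9 libraries, the real one included, 99 gave as large a share of reversed genes. The observed 20.7% was also below the 30.7 to 43.7% of the simulations with unchanged groups, where only the shared CPIP libraries give reversal. These values show no excess of reversed genes, but sharing alone would give a larger share than the one observed. Regroupings that mix the groups cannot exclude that EA reverses single genes. In simulated data with 200 changed genes, r was -0.75 when EA reversed them and -0.36 when they were kept.

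For the counts of DEGs, 1 of the 10 splits of the 6 libraries gave as many as the 61 between CPIP and Sham, the real one. Between CPIP+EA and CPIP, 7 of the 10 splits gave at least as many genes at an unadjusted limma p under 0.05 as the 738 observed, with between 334 and 2154 in the other splits. For the marker lists, 5 of the 10 splits gave at least the 8 lists observed between CPIP+EA and CPIP, 7 of 10 the 6 lists between CPIP and Sham, and 9 of 10 the 3 lists between CPIP+EA and Sham. With 10 splits no share under 0.1 can be reached.

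The other lists had these medians and adjusted p in camera between CPIP+EA and CPIP. Meningeal fibroblasts had -0.52 and 2.19e-05, Schwann cells -0.43 and 0.000222, and cartilage -0.071 and 0.0144, none under 0.05 in fry or with the estimated correlation. Glucocorticoid targets had -0.21 and 0.0547, T cells -0.17 and 0.225, the interferon response 0.19 and 0.313, macrophages 0.049 and 0.626, DRG neurons -0.015 and 0.313, satellite glia 0.021 and 0.814, and immediate early genes -0.034 and 0.267. With 1 library omitted, meningeal fibroblasts lay between -0.63 (without CPIP+EA replicate 3) and -0.21 (without CPIP+EA replicate 2). Schwann cells reached -0.69 without CPIP replicate 3 or CPIP+EA replicate 3, and -0.18 without CPIP+EA replicate 1. Cartilage lay between -0.24 (without CPIP+EA replicate 2) and -0.049 (without CPIP+EA replicate 1). Of all 19 lists, the circadian clock genes alone had an adjusted p under 0.05 in camera, in fry and with the estimated correlation between CPIP+EA and CPIP. None of the 6 lists under 0.05 in camera between CPIP and Sham was so in fry or with the estimated correlation. Per1 is in the circadian and glucocorticoid lists and Egr2 in the Schwann cell and immediate early lists. Of the meningeal list, 7 genes are in the GO terms of the study.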
